# An embryonic atrazine exposure results in reproductive dysfunction in adult zebrafish and morphological alterations in their offspring

**DOI:** 10.1038/srep21337

**Published:** 2016-02-19

**Authors:** Sara E. Wirbisky, Gregory J. Weber, Maria S. Sepúlveda, Tsang-Long Lin, Amber S. Jannasch, Jennifer L. Freeman

## Abstract

The herbicide atrazine, a suspected endocrine disrupting chemical (EDC), frequently contaminates potable water supplies. Studies suggest alterations in the neuroendocrine system along the hypothalamus-pituitary-gonadal axis; however, most studies address either developmental, pubertal, or adulthood exposures, with few investigations regarding a developmental origins hypothesis. In this study, zebrafish were exposed to 0, 0.3, 3, or 30 parts per billion (ppb) atrazine through embryogenesis and then allowed to mature with no additional chemical exposure. Reproductive function, histopathology, hormone levels, offspring morphology, and the ovarian transcriptome were assessed. Embryonic atrazine exposure resulted in a significant increase in progesterone levels in the 3 and 30 ppb groups. A significant decrease in spawning and a significant increase in follicular atresia in the 30 ppb group were observed. In offspring, a decrease in the head length to body ratio in the 30 ppb group, along with a significant increase in head width to body ratio in the 0.3 and 3 ppb groups occurred. Transcriptomic alterations involved genes associated with endocrine system development and function, tissue development, and behavior. This study provides evidence to support atrazine as an EDC causing reproductive dysfunction and molecular alterations in adults exposed only during embryogenesis and morphological alterations in their offspring.

Studies investigating the effects of early life exposure to environmental stressors or stimuli have increased dramatically over the past decade. These studies seek to investigate the developmental origin of health and adult disease (DOHaD) hypothesis which states that exposure to stressors during sensitive times during an organism’s life, specifically during developmental stages, can cause changes to the genome and epigenome thereby resulting in an increased susceptibility to the development of health issues or diseases later on in life^1^,^2^. A key element complicating the establishment of a link between exposure and a disease state is the time that elapses between exposure and outward response or development of a disease^1^,^3^. Thus, it may take years for an individual to present a disease state and in addition may pass on these adverse health effects to future generations^4^.

Endocrine disrupting chemicals (EDCs) are exogenous agents that alter endocrine system functions and are associated with a myriad of diseases. In recent years, public concern about the effects of EDCs on human health has increased substantially and heightened the need for further research into the underlying molecular mechanisms of toxicity of these compounds^5^,^6^. EDCs are diverse in structure and are present in many products such as pharmaceuticals, plasticizers, and pesticides, making human exposure to these potentially harmful compounds a likely event. Evidence suggests that EDCs do not adhere to classic dose-response toxicological principles; rather they are part of the ‘low dose hypothesis’ due to their ability to disrupt hormonal homeostasis at low concentrations^7^. Studies show that EDCs can cause irreversible changes in tissue formation, decreased reproductive potential, obesity, and cancer^8^,^9^,^10^,^11^,^12^. Moreover, evidence suggests that exposure to EDCs can cause adverse effects not only in organisms that come into contact with them, but also to future progeny of exposed individuals^13^.

Atrazine (2-chloro-4-ethylamino-6-isopropylamino-1,3,5-triazine) is a pre-emergent herbicide predominately used in the Midwestern United States to control broadleaf and grassy weeds on a variety of field crops^14^. Exposure to atrazine can occur through different routes including ingestion of contaminated drinking water and in occupational settings via inhalation^15^,^16^,^17^. Furthermore, atrazine is often reported to exceed the Maximum Contaminant Level (MCL) of 3 parts per billion (ppb; μg/L) set by the U.S. Environmental Protection Agency (EPA) in potable water supplies^18^,^19^. As such the European Union banned the use of atrazine in 2003^20^,^21^. Epidemiological studies show several potential adverse health effects associated with maternal atrazine exposure including an increased risk of babies born small for their gestational age (SGA), intrauterine growth retardation (IUGR), and birth defects^22^,^23^,^24^.

Reproductive dysfunction caused by atrazine exposure through the hypothalamus-pituitary-gonadal (HPG) axis has been investigated in female rodent models. Developmental and peripubertal studies report a delay in sexual maturation and mammary gland development^25^. Adult studies report an inhibition of gonadotropin releasing hormone (GnRH) and a reduction in the pre-ovulatory surge of luteinizing hormone (LH), follicle stimulating hormone (FSH), and prolactin (PRL)^8^,^26^,^27^. Furthermore, atrazine has been reported to increase progesterone (P4) levels and is hypothesized to contribute to ovarian degeneration and decreased levels of LH and FSH; potentially leading to early reproductive senescence and dysfunction^28^,^29^.

When investigating developmental toxicant exposure and the developmental origins paradigm, the zebrafish provides a strong complementary vertebrate model. There are multiple strengths associated with utilizing the zebrafish including *ex utero* fertilization and embryonic development, rapid embryogenesis, and a relatively short life span. Paired with these biological strengths are the structural and functional homology of the zebrafish central nervous system (CNS) to humans and the conserved genetic, molecular, and endocrine pathways making the zebrafish a powerful model to assess the later-in-life alterations caused by an embryonic atrazine exposure^30^,^31^.

We previously reported that an embryonic atrazine exposure of 0.3, 3, or 30 ppb in zebrafish larvae resulted in immediate alterations to the transcriptome with gene ontology analysis showing enrichment for genes associated with reproductive system function and development, cell cycle regulation, and cancer^32^. In addition, our previous study examining the DOHaD paradigm showed that an embryonic atrazine exposure alters serotonin turnover and its metabolite 5-hydroxyindoleacetic acid (5-HIAA) in adult female zebrafish with brain transcriptomic profiles indicating enrichment of genes associated with nervous system development and function, behavior, and tissue development^33^.

In the current study, we aimed to address the later-in-life consequences of an embryonic atrazine exposure by assessing effects and function of the reproductive system, transcriptomic analysis of adult female ovarian tissue, and morphological alterations in the exposed generation’s offspring (Supplementary Material, Figure S1). Gonad tissue transcriptomic analysis was compared to the previously completed analysis of brain tissue^33^ for further assessment of alterations within the HPG axis.

## Results

### Assessment of an embryonic atrazine exposure on adult zebrafish reproductive function and offspring viability and morphology

We did not observe a skew in sex ratios in any of the treatment groups (p = 0.64; Supplementary Material, Figure S2). The average number of breeding pairs that spawned was significantly lower in the 30 ppb treatment group as compared to other treatment groups (p = 0.008; Fig. 1A), but the average number of embryos per pair (p = 0.21; Fig. 1B) and total number of live embryos in each treatment were not statistically different among treatments (p = 0.08; Fig. 1C). In addition, there were no statistically significant differences in mortality at 24, 48, or 72 hpf (at 24 hpf: p = 0.62; Fig. 1D; 48 and 72 hpf data not shown as there were no additional deaths) or hatching rates among the treatment groups (48 hpf: p = 0.64; Fig. 1E; 72 hpf: p = 0.43; Fig. 1F). Morphological characteristics of the offspring were also measured. While no significant alterations occurred in total body length (p = 0.43; Fig. 2A), a significant decrease in the ratio of head length to total body length in the 30 ppb breeding group (p = 0.0061; Fig. 2B) and a significant increase in the ratio of head width to total body length in the 0.3 and 3 ppb breeding groups were observed (p = 0.0011; Fig. 2C).

### Effects of an embryonic atrazine exposure on adult female zebrafish

Approximately 5% of the females from the 30 ppb treatment groups displayed an increase in abdominal swelling (Fig. 3A,B). Two of these individuals had severe swelling to the point of rupture. Acid-fast Ziehl-Neelsen staining revealed absence of mycobacterial organisms in these females indicating abdominal swelling was likely not due to infection (data not shown). Pathological assessment indicated swelling was due to the inability to release eggs. Several endpoints were then assessed to further investigate this observation. No significant differences were observed in the total weight of females in the 30 ppb treatment groups compared to the control treatment group (p = 0.09; Fig. 3C), but there was a significant increase in ovarian weight (p = 0.03; Fig. 3D). There was also no significant difference in GSI (p = 0.11; Supplementary Material, Figure S3). Ten individual females were then analyzed for differences in follicular staging in each of the different treatment groups in each of the four replicates (40 total female fish assessed). The percent follicles in different stages (perinuclear, cortical alveoli, early and late vitellogenic, and post-ovulatory) and the percent of atretic follicles did not differ across treatments (Supplementary Material, Figure S4A), but when specifically evaluating females exhibiting swollen abdomens in comparison to those that were not, a significant increase in the number of atretic follicles was observed (p = 0.0002; Fig. 3E,F; Supplementary Material, Figure S4B).

### Estradiol and progesterone levels in adult female ovarian tissue

No significant alterations were observed in ovarian tissue concentrations of estradiol in any of the atrazine treatments (p = 0.5337; Fig. 3G). However, a significant increase in progesterone concentrations were observed in the 3 and 30 ppb atrazine treatment groups (p = 0.0043; Fig. 3H).

### Transcriptome analysis of adult female gonad tissue

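RNA labelled as ovary of adult females was measured on one-color arrays, with 6 arrays per treatment and 24 arrays in total. As embryos the females had received no atrazine (0 ppb) or a concentration of 0.3, 3 or 30 ppb. On such an array each RNA sample carries a single dye, and the brightness of a spot reflects the amount of RNA bound by its probe. The exposure lasted from 1 to 72 hpf. The age of the females at collection is 5 to 8 mpf in the paper's methods and 5 to 6 mpf in the sample labels. The authors deposited the intensity of every spot as the extraction software reported it, corrected for the background of its own array and not normalized between arrays. The normalization the authors made later in GeneSpring is not in these values. For the values given here, the log2 intensity of each spot was taken relative to the 75th percentile of its array, and spots the software marked as outliers were left out. Probes well above background on at least 6 of the 24 arrays were kept, and the probes of one target were averaged, which left 74079 targets. All 24 arrays entered a single limma fit with the 4 treatments as groups. A target was counted as changed where its Benjamini-Hochberg adjusted p was below 0.05 and its absolute log2 fold change was at least 0.585. The paper's methods name an ANOVA at 0.05, Tukey's test and the same fold change, and no adjustment over targets. This rule was applied here to the same values without adjustment and is called the study's threshold. Replicates 2 to 6 had a 75th percentile of intensity between 1260 and 2256 at 0 ppb (median 1901), 423 and 1653 at 0.3 ppb (median 1157), 1065 and 1910 at 3 ppb (median 1791), and 1329 and 1998 at 30 ppb (median 1663). Between 68.8% and 87.2% of their probes were well above background at 0 ppb, 67.5% and 87.9% at 0.3 ppb, 40.6% and 85.4% at 3 ppb, and 68.4% and 86.4% at 30 ppb. The 4 arrays of replicate 1, which share a slide, had 19.8% to 38.2% of probes well above background. On this slide the spot signals correlated with those of the other slides by at most 0.0103 where the software had placed its grid, and by 0.475 to 0.727 after the grid was moved by 1 column and up to 2 rows. The 20 arrays of replicates 2 to 6 correlated best with their grid in place, by 0.678 to 0.973. Replicate 1 stays in the values below unless they are given as without it. Each slide held 1 array of every treatment, always at the same position for the same treatment, so that position and treatment cannot be told apart.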

Transcriptomic profiling of ovaries was assessed to investigate the genetic mechanisms underlying alterations in reproductive success. Results showed expression alterations in 2,024 mapped genes in the 0.3 ppb treatment group, 843 genes in the 3 ppb treatment group, and 696 genes in the 30 ppb treatment group (GSE73740). Of these differentially expressed genes, 383 were common among all three atrazine treatments (Supplementary Material, Table S1). 

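No target was changed at any dose by limma's test with Benjamini-Hochberg adjustment over 74079 targets, and at an unadjusted p below 0.05 with the same fold change there were 10603 targets at 0.3 ppb, 142 at 3 ppb and 110 at 30 ppb. With the methods' ANOVA adjusted over targets the count was also 0 at each dose. The study's threshold, applied without adjustment for the number of targets, was passed by 2987 targets at 0.3 ppb, of which 1679 were higher and 1308 lower than in the 0 ppb group. It was passed by 32 targets at 3 ppb (15 higher and 17 lower) and by 26 targets at 30 ppb (18 higher and 8 lower). In data simulated with the spread of these arrays, the same threshold let through 706 to 745 unchanged targets per dose. The simulated noise was independent between arrays, whereas arrays sharing a slide often deviated together here. The simulated counts, and the recovery given below, may therefore not hold for these arrays. With the treatment labels of the arrays permuted, the study's threshold was passed by medians of 59, 55.5 and 57.5 targets at 0.3, 3 and 30 ppb. In 8, 68 and 73 of 100 draws, the real labels included, at least as many targets passed as with the real labels. The highest count at 0.3 ppb was 26082. These draws did not keep the pairing by replicate number. Among the 32 splits that part each replicate pair, the real one included, at least as many passed in 8, 2 and 3 at 0.3, 3 and 30 ppb. limma's test recovered 32.5% of 200 targets simulated with a log2 change of 4 at 0.3 ppb, 36.5% at 3 ppb and 33.5% at 30 ppb, and 0 at a log2 change of 1 or 2. Without replicate 1, 11494 targets passed the study's threshold at 0.3 ppb, of which 4908 were higher and 6586 lower. It was then passed by 110 targets at 3 ppb (76 higher and 34 lower) and 56 at 30 ppb (44 higher and 12 lower). By limma's adjusted test 3 targets were changed at 0.3 ppb without this replicate. With a replicate block as well, chosen after seeing the data, 19835 were changed at 0.3 ppb and 0 at 3 and 30 ppb. The counts of changed targets moved when limma weighted each array by how closely it followed its group, with 59732 targets at 0.3 ppb, 7 at 3 ppb and 12201 at 30 ppb. Those weights were 9.31 and 5.61 for replicates 5 and 6 of the 0.3 ppb group and 0.0862 and 0.0916 for its replicates 2 and 4. They were 5.23 and 8.52 for replicates 5 and 6 of the 30 ppb group, and 3.87, 4.98 and 3.54 for replicates 2, 3 and 4 of the 0 ppb group, which are on other slides from other scan sessions, and at most 0.0881 for the arrays of replicate 1. Each array was correlated across targets with the median of the 0 ppb arrays of the other replicate numbers. For 17 of the arrays of replicates 2 to 6 this correlation was 0.899 to 0.959. The 0.3 ppb arrays of replicates 3, 5 and 6 had correlations of 0.612, 0.610 and 0.598. On these 3 arrays a list of oocyte genes lay at -7.89, -8.93 and -9.36 relative to the median 0 ppb array and a list of brain genes at 8.09, 7.89 and 8.31, so that values at 0.3 ppb rest in part on arrays unlike the other arrays labelled ovary. Targets are not independent replicates, and for the lists the 0 ppb arrays are part of the median they are compared with.

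**Figure D1:**
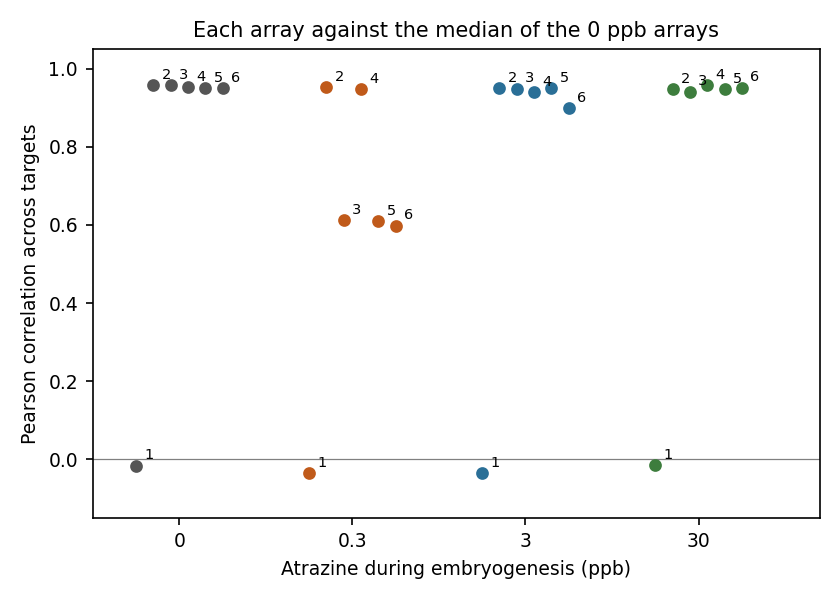
Pearson correlation across targets (vertical axis) of each array labelled ovary with the median of the 0 ppb arrays of the other replicate numbers, by atrazine concentration (horizontal axis). Each point is an array and its number is the replicate. Replicate 1 lies near 0 in every group, and replicates 3, 5 and 6 of the 0.3 ppb group lie between 0.598 and 0.612.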

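Under the study's threshold, 2 targets passed at all 3 doses, both lower than in the 0 ppb group and neither with a gene symbol. The 3 comparisons use the same 0 ppb arrays, so that some overlap arises by chance. When the treatment labels of the 24 arrays were permuted in 100 draws, the real labels included, 36 draws gave as many common targets, with a median of 1 and a highest count of 1002. With labels permuted only within each replicate number, 9 of 100 draws gave as many. By limma's adjusted test 0 targets were common to the 3 doses, and 10 were at an unadjusted p below 0.05. Leaving out replicate 1 gave 4 common targets under the study's threshold.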

Gene ontology analysis revealed embryonic development, behavior, and organismal survival were enriched for the 0.3 ppb treatment group (Supplementary Material, Table S2). 

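The 2987 targets past the study's threshold at 0.3 ppb include 819 different gene symbols, which is the kind of list that enters a pathway analysis. Of the 11494 targets past it without replicate 1, which include 3839 symbols, 2523 were among the 2987. Pathway enrichment in IPA was not repeated here.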

The 3 ppb treatment group showed a similar response as pathways enriched showed changes to genes involved in organ morphology, behavior, and organismal survival (See Supplementary Material, Table S3). 

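At 3 ppb, 3 gene symbols were among the 32 targets past the study's threshold. The direct comparison of 3 ppb with 0.3 ppb, in which the 0 ppb arrays enter only through the variance of the common fit, gave 0 changed targets by limma's adjusted test and 8444 at an unadjusted p below 0.05. Without replicate 1 the adjusted count was 3 and 17 symbols were among the 110 targets past the study's threshold at 3 ppb.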

Pathways enriched in the 30 ppb treatment group included tissue development, behavior, and organismal survival (See Supplementary Material, Table S4). 

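The 26 targets past the study's threshold at 30 ppb carried 7 gene symbols. Between 30 and 3 ppb, 0 targets were changed by limma's adjusted test, and 76 were at an unadjusted p below 0.05. The comparison of 30 ppb with 0.3 ppb also gave 0 changed targets after adjustment, against 10049 before it.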

Gene ontology analysis of the 383 genes altered in all three treatment groups revealed effects in endocrine system development and function, tissue development, and behavior (Table 1).

### qPCR confirmation of microarray data

A subset of genes detected to be significantly altered by microarrays in all atrazine treatment groups was independently confirmed by qPCR with all seven target genes (*STAR, ACE, CYP19A1, CYP1B1, CRHBP, HPGD*, and *VIP*) significantly changed in the qPCR assessment (Table 2).

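Of the genes assessed by qPCR, star, cyp19a1, cyp1b1, crhbp and vip had targets on the arrays under their zebrafish symbols, and ACE and HPGD are not analysed here because no target carried their zebrafish symbol. With the other genes the paper discusses (adcyap1, cyp11a1, cyp17a1 and SF-1, the last as nr5a1a and nr5a1b), 15 targets were tested at 3 doses. None of these 45 tests passed Benjamini-Hochberg adjustment over all targets or, for this list fixed before the data were examined, adjusted over the list alone. The study chose most of these genes on the same arrays, so that the count adjusted over the list alone is not independent evidence. The study's threshold was passed in 3 of the 45 tests, all at 0.3 ppb, where cyp19a1a and cyp17a1 were lower and adcyap1b was higher. Without replicate 1, 11 of the 45 tests passed when adjusted over the list alone (limma's adjusted p of 0.0231 to 0.0430), 0 passed over all targets and 10 passed the study's threshold. The 11 were all at 0.3 ppb, with star, cyp19a1a, cyp11a1.1, cyp17a1 and cyp17a2 lower and cyp19a1b, both cyp1b1 targets, crhbp, vip and adcyap1b higher, and of these vip did not pass the study's threshold. These 11 rest in part on the 0.3 ppb arrays of replicates 3, 5 and 6, which are unlike the other arrays labelled ovary.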

## Discussion

In order to assess how an embryonic atrazine exposure affects adult reproductive system function we performed paired breeding experiments to assess mating success, spawning, and survival of the progeny. We observed a significant decrease in the number of females that spawned in the 30 ppb treatment group. Several females in the 30 ppb treatment group presented with swollen abdomens due to an inability to spawn supporting the lack of successful mating with an increase in atretic ovarian follicles present in these individuals. Previous studies have shown that atrazine exposure causes a decrease in spawning events^34^,^35^. Tillitt *et al.*^34^ exposed adult fathead minnows to 0.5, 5, or 50 ppb atrazine for 14 or 30 days resulting in a decrease in spawning events and cumulative mean egg production with increasing atrazine concentrations^34^. A second study conducted by the same group exposed adult Japanese medaka to similar atrazine concentrations and confirmed the decrease in mean egg production; however, a decrease in spawning events was not observed^35^. Interestingly, we observed a similar effect in our current study in adult zebrafish exposed to atrazine only during embryogenesis. Reductions in spawning could be attributed to either a male or female specific effect on reproductive behavior. Although direct breeding behavior was not assessed in our study, previous studies have noted alterations in reproductive behavior in various fish species with atrazine exposure^36^,^37^.

Offspring from the successful matings were collected and grown to the end of the embryonic phase to observe mortality, hatching rates, and morphology. While no significant differences were observed for mortality or hatching rate, a decrease in head length-to-body ratio in offspring from the 30 ppb treatment group and an increase in head width-to-body ratio in offspring from the 0.3 and 3 ppb treatment groups was observed. A previous study from our laboratory reported an increase in head length and head-to-body ratio in zebrafish larvae exposed to 0.3, 3, or 30 ppb atrazine through embryogenesis^32^. In addition, epidemiological studies report a link between *in utero* atrazine exposure and an increased risk for babies born small for their gestational age (SGA) as well as impairments to fetal growth and birth defects^22^,^24^,^38^. While these studies assess the immediate effects of atrazine exposure during development, the results of the current study indicate that an embryonic atrazine exposure can also stimulate and repress the development of offspring of the exposed generation.

Due to our observed abdominal swelling and decrease in spawning events in the 30 ppb treatment group, gonadal tissue was collected from adult females in each of the treatment groups and subsequent histological analysis of ovaries was performed to observe frequency of different oocyte stages. Although we found no significant differences in oocyte stage across the treatment groups, an increase in atretic ovarian follicles was observed in females with abdominal swelling. Moreover, the fish with this phenotype tested negative for mycobacteria, which is also reported to elicit swollen abdomens in zebrafish. It should be noted that we did observe females with larger abdomens in the other atrazine treatment groups, albeit not to the extent that was observed in the 30 ppb treatment group. In addition, there were no females that presented with this phenotype in the control groups and we have never observed a similar effect in our breeding groups. A previous study exposed female Sprague-Dawley rats to 3, 30, or 300 mg/kg atrazine for two or four weeks reported a prolonged diestrus period, large-sized atretic follicles, and uterine atrophy in the 300 mg/kg treatment group^39^. Furthermore, a study conducted by Gojmerac *et al.*^28^ reported that an atrazine exposure of 2 mg/kg in feed for 19 days in adult female pigs caused cystic ovarian degeneration and an increase in the persistence of the corpus luteum^28^. Reproductive hormones play a key role in maintaining reproductive homeostasis. Of primary importance is LH which plays a key role in follicular development and normal reproductive function^26^,^40^. Studies show that atrazine reduces the release of LH from the pituitary gland^26^,^41^. Therefore, the results observed here and in previously mentioned studies suggest an anovulatory effect of atrazine which could be due to the previously observed reduction in LH, providing a mechanism behind the observed reduction in spawning, atretic follicles, and cystic ovarian degeneration^39^.

In addition, this study is innovative in that we are the first to show an increase in ovarian progesterone (P4) in adult female zebrafish exposed to 3 or 30 ppb atrazine only during embryogenesis. A study conducted by Gojmerac *et al.*^28^ reported that an atrazine exposure of 2 mg/kg in feed for 19 days in adult female pigs caused a significant increase in P4^28^. As previously discussed, results from this study also included an increase in cystic ovarian degeneration. It was shown that higher levels of P4 inhibit follicle development and can potentiate follicular atresia^29^. Additional *in vivo* studies report that atrazine exposure in Long-Evans Hooded and Sprague Dawley rats also caused significant increases in P4^42^,^43^,^44^. As previously noted, atrazine exposure decreased LH and FSH leading to reproductive dysfunction^8^,^26^,^45^. Furthermore, increases in P4 may contribute to the inhibition of the pre-ovulatory surge of LH from the pituitary enhancing reproductive dysfunction. Furthermore, *in vitro* studies utilizing swine and rat granulosa cells have reported increases in P4 following atrazine exposure^46^,^47^. An *in vitro* study conducted by Pogrmic-Majkic *et al.*^47^ provided mechanistic data regarding the observed increase in P4 elicited by atrazine exposure. Results suggest that atrazine causes an increase in P4 and overexpression of luteal markers (*STAR* and *CYP11A1*) through the stimulation of the cAMP, AKT, and CEBPB-signaling pathways^47^. The rise in P4 (a critical step in early luteinization) was also demonstrated in H295R adrenal cortical carcinoma cells^48^. The findings that atrazine elevates P4 combined with the observed follicular atresia indicates the ability of atrazine to alter ovarian function and reduce fertility following only a developmental exposure. Results from our study also revealed no significant alterations in ovarian levels of 17β-estradiol. Current literature surrounding the effects of atrazine on estrogen is primarily conducted in male animal models; while levels of LH, FSH, PRL, P4, and gonadotropin releasing hormone (GnRH) were the forefront in female models^8^,^27^,^44^,^45^.

Transcriptomic analysis was also completed on the ovarian tissue of adult female zebrafish exposed to atrazine during embryogenesis in order to identify genetic alterations behind the observed decrease in spawning and increase in P4. Analysis revealed a subset of genes altered that are involved in endocrine system development and function. 

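A list of 27 genes of steroid synthesis and its regulation was tested as a set, and 20 targets of 21 of these genes were measured. At 0.3 ppb the median log2 fold change of the list was -1.05, with 13 targets lower and 7 higher, while the median over all 74079 targets was 0.36. Limma's camera test with a preset correlation of 0.01 between genes gave p = 9.58e-05 for this comparison (adjusted p = 0.000575 over 6 lists and 3 doses), and the call was kept by fry (p = 0.00335) and by camera with the correlation estimated from the data (p = 0.00429). At 3 ppb the median was 0.02 with 10 targets higher and 10 lower. At 30 ppb it was -0.05 with 9 higher and 11 lower, and the mean had the opposite sign at 0.10. Limma's camera gave adjusted p = 0.740 and adjusted p = 0.716 for these. The filter that moved the list most kept only probes well above background on all 24 arrays, which left 4 of its targets and a median of 0.01 at 0.3 ppb. At 0.3 ppb the per-array medians, taken against the median 0 ppb array, were -1.84, -1.25 and -1.44 for replicates 3, 5 and 6, and those of the other 17 arrays of replicates 2 to 6, in all groups, were between -0.31 and 0.26. Among single genes of the list, cyp17a1 had a level of -1.88 ± 3.74 (SD, n = 6) at 0.3 ppb and 1.84 ± 1.18 (SD, n = 6) at 0 ppb, a log2 fold change of -3.72 (standard error 1.26) with adjusted p = 0.273 from limma's test.

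**Figure D2:**
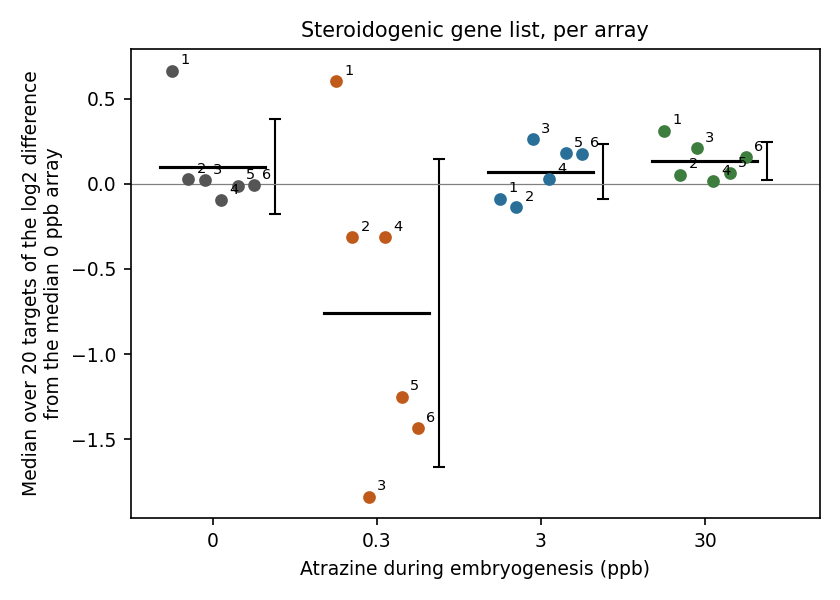
Median over 20 steroidogenic targets of the log2 difference from the median 0 ppb array (vertical axis) for each array labelled ovary, by atrazine concentration (horizontal axis); numbers are replicates, horizontal lines group means and bars the SD of 6 arrays. Replicates 3, 5 and 6 of the 0.3 ppb group lie at -1.84, -1.25 and -1.44.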

The first key gene of interest is steroidogenic acute regulatory protein (*STAR*). This protein is responsible for the transport of cholesterol from the outer to inner mitochondrial membrane where it is then metabolized to pregnenolone^49^. A study conducted by Pogrmic *et al.*^49^ showed a decrease in *STAR* and other steroidogenic genes (scavenger receptor B1 (*SR-B1*), steroidogenic factor 1 (*SF-1*), cytochrome P450 17A1 (*CYP17A1*), and 17β-hydroxysteroid dehydrogenase (*17β-HSD*)) in Leydig cells after exposure from PND 23–51 to 50 or 200 mg/kg/day atrazine^49^. A second study conducted by Pogrmic-Majkic *et al.*^50^ only treated Leydig cells for 24 hours with 20 μM atrazine which caused an increase in expression of *STAR*, *SF-1*, and *17β-HSD*^50^. The results from these studies led to the hypothesis of a potential transient stimulatory effect of atrazine. This up regulation of *STAR* was also observed in FSH stimulated granulosa cells after atrazine exposure^47^. Results from these previous studies indicate that atrazine can elicit alterations in *STAR*. Our results provide new insight into the long-term effects of atrazine on female reproductive function due to the increase in *STAR* expression.

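The array target for star (NM_131663, 2 probes) had a log2 level, relative to the 75th percentile of its array, of -2.08 ± 0.78 (SD, n = 6) at 0 ppb, -3.26 ± 1.1 at 0.3 ppb, -1.63 ± 1.24 at 3 ppb and -1.65 ± 1.48 at 30 ppb. Its log2 fold change against 0 ppb was -1.18 at 0.3 ppb (standard error 0.71, adjusted p = 0.467 from limma's test), with a lower level in all 6 pairs of the same replicate number. At 3 ppb the log2 fold change was 0.45 (standard error 0.71, adjusted p = 1.00 from the same test), with a higher level in 5 of 6 pairs. At 30 ppb it was 0.44 and 4 of 6 pairs were higher. Without the pair of replicate 1, whose grid was misplaced, 0, 4 and 3 of 5 pairs were higher at 0.3, 3 and 30 ppb. The rises at 3 and 30 ppb were smaller than the SD of any group at these doses. The 2 probes went opposite ways at 3 ppb, with log2 fold changes of -0.11 and 1.01, and at 30 ppb, with -0.10 and 0.98. Without replicate 1 star passed the study's threshold at 0.3 ppb. With each replicate left out in turn the log2 fold change stayed between -1.29 and -0.91 at 0.3 ppb, 0.18 and 0.71 at 3 ppb, and 0.22 and 0.61 at 30 ppb.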

One of the most controversial genes associated with atrazine exposure is aromatase (*CYP19A1*). Aromatase is responsible for catalyzing the conversion of testosterone to estradiol as well as androstenedione to estrone in the steroidogenic pathway^51^. 

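Zebrafish have 2 aromatase genes, cyp19a1a and cyp19a1b, and both had targets on the arrays. The level of cyp19a1a (NM_131154, 2 probes) was -0.74 ± 0.64 (SD, n = 6) at 0 ppb, -2.41 ± 1.64 at 0.3 ppb, 0.41 ± 0.80 at 3 ppb and -0.02 ± 0.64 at 30 ppb. At 0.3 ppb its log2 fold change was -1.67 (standard error 0.63, adjusted p = 0.274 from limma's test), past the study's threshold, and it was lower in 5 of 6 replicate pairs. At 3 ppb its log2 fold change was 1.15 (standard error 0.63, adjusted p = 1.00 from limma's test) and at 30 ppb 0.72 (adjusted p = 1.00), with a higher level in 6 of 6 replicate pairs at both doses. Adjusted over the list alone, limma's test gave adjusted p = 0.161, 0.371 and 0.855 for these comparisons in the same order of dose. With each replicate left out in turn the log2 fold change stayed between 0.96 and 1.32 at 3 ppb and between 0.59 and 0.82 at 30 ppb. Without the pair of replicate 1, 0, 5 and 5 of 5 pairs were higher at 0.3, 3 and 30 ppb. The level of cyp19a1b (NM_131642, 7 probes) was -5.64 ± 2.69 (SD, n = 6) at 0 ppb, -1.05 ± 5.11 at 0.3 ppb, -5.02 ± 3.05 at 3 ppb and -5.82 ± 2.32 at 30 ppb. Its log2 fold changes were 4.59 (standard error 1.88, adjusted p = 0.288 from limma's test), 0.62 and -0.18, the last of which became 0.69 with array weights. Without replicate 1 both aromatase genes passed at 0.3 ppb when adjusted over the list alone, and cyp19a1b then passed the study's threshold as well. The 0.3 ppb arrays of replicates 3, 5 and 6 had cyp19a1b levels of 3.22, 3.04 and 2.97. Replicates 2 and 4 had -7.52 and -7.19, and the 0 ppb arrays of replicates 2 to 6 had -7.59 to -5.32. On replicates 3, 5 and 6 the list of brain genes lay at 8.09, 7.89 and 8.31. The higher cyp19a1b at 0.3 ppb thus rests on arrays unlike the other arrays labelled ovary, and is no evidence of a response of ovaries.

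**Figure D3:**
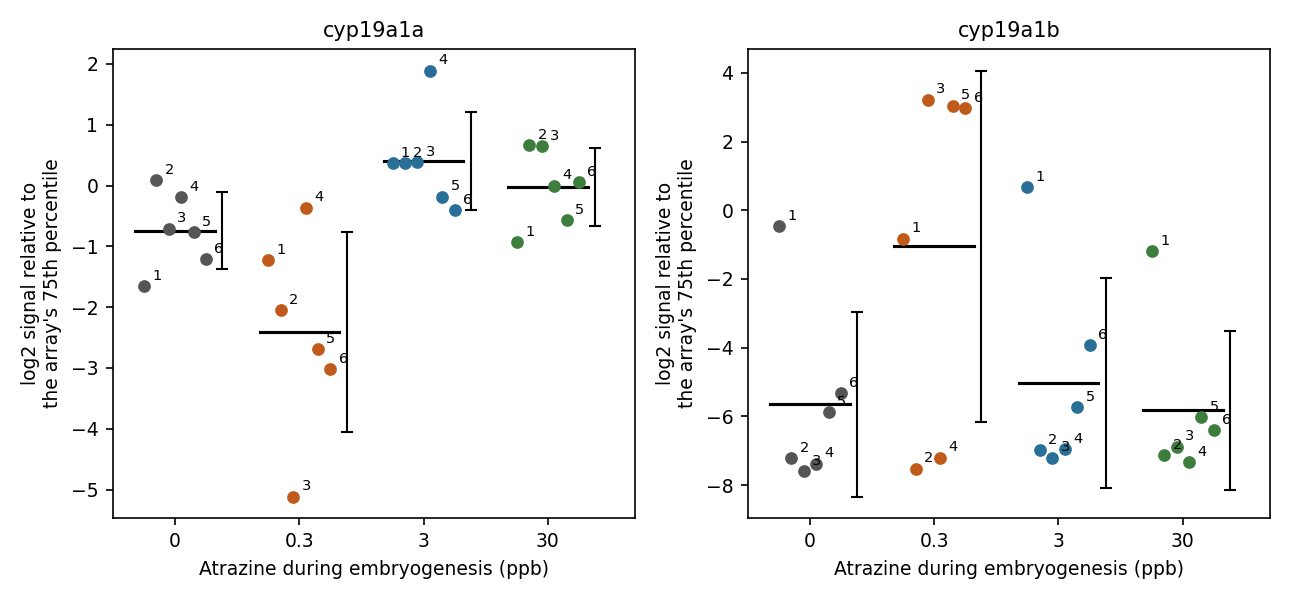
Log2 signal of cyp19a1a (left) and cyp19a1b (right) relative to the 75th percentile of the array (vertical axes) on each array labelled ovary, by atrazine concentration (horizontal axes); numbers are replicates, horizontal lines group means and bars the SD of 6 arrays. For cyp19a1b, replicates 3, 5 and 6 at 0.3 ppb lie near 3 and replicates 2 and 4 at -7.52 and -7.19.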

Transcriptomic results from our study reveal an increase in *CYP19A1* expression in all three atrazine treatments approximately six months after exposure completion. Although an increase in *CYP19A1* was observed in ovarian tissue, no alterations were observed in levels of gonadal estradiol as is hypothesized^52^,^53^. However, further investigation is warranted to determine if the increase in *CYP19A1* elicits a response in plasma levels of estradiol and a corresponding decrease in testosterone. In 2002 and 2010, Hayes *et al.* reported that atrazine exposure resulted in hermaphroditic, demasculinized, and chemically castrated *X. laevis* at concentrations as low as 0.1 and 2.5 ppb (μg/L)^52^,^53^. Hayes *et al.*^53^ hypothesized that the observed morphological alterations were due to an increase in *CYP19A1* expression which would therefore lead to an increase in estrogen and a decrease in testosterone^53^. This hypothesis has been under investigation as other studies have not demonstrated that atrazine causes increases in *CYP19A1* expression in *X. laevis* and other aquatic species^54^,^55^,^56^,^57^,^58^. *In vitro* studies report contrasting results indicating that atrazine exposure alters aromatase mRNA and activity in human cancer cell lines^48^,^59^,^60^,^61^ and luteinized granulosa cells^51^.

An additional gene altered in ovarian tissue was the neuropeptide adenylate cyclase-activating peptide 1 (*ADCYAP1*) which regulates gonadotropin gene expression. 

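Both zebrafish copies of the gene had targets. The level of adcyap1b (NM_214715, 8 probes) was -3.42 ± 1.09 (SD, n = 6) at 0 ppb, 0.76 ± 4.10 at 0.3 ppb, -3.10 ± 1.66 at 3 ppb and -3.27 ± 1.31 at 30 ppb. Its log2 fold change was 4.18 at 0.3 ppb (standard error 1.31, adjusted p = 0.273 from limma's test), past the study's threshold and higher in 6 of 6 replicate pairs. Without replicate 1 it was higher in 5 of 5 pairs. The log2 fold changes of 0.32 at 3 ppb and 0.15 at 30 ppb were within the spread of the replicates. For adcyap1a (NM_152885, 3 probes) they were 2.42 (standard error 1.73) at 0.3 ppb and -0.03 at 30 ppb, with higher levels in 3 and 2 of 6 pairs, and at 3 ppb, where 2 of 6 arrays were well above background, none is given. The value at 30 ppb changed sign to 0.13 when replicate 1 was left out.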

*ADCYAP1* has widespread distribution and function which includes expression in the central and peripheral nervous system, adrenal glands, placenta, ovaries, and testes^62^. Estradiol and P4 stimulate the expression of *ADCYAP1* in the hypothalamus and ovary^63^,^64^,^65^,^66^. 

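Array by array at 0.3 ppb, adcyap1b had a level of 4.24, 4.22 and 4.43 in replicates 3, 5 and 6, -4.23 and -3.76 in replicates 2 and 4, and -0.31 in replicate 1, whose slide has the misplaced grid. The other 17 arrays of replicates 2 to 6 were between -4.55 and -2.74.

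**Figure D4:**
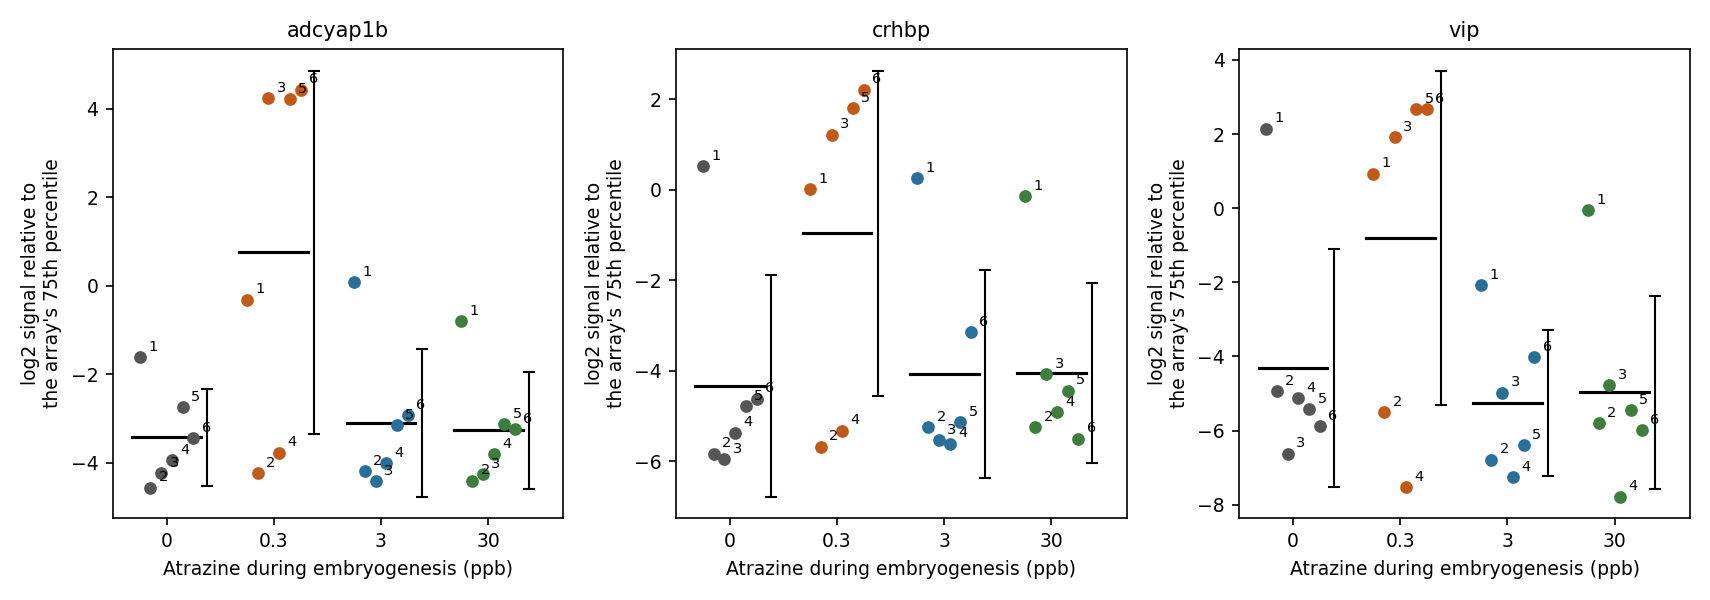
Log2 signal of adcyap1b, crhbp and vip relative to the 75th percentile of the array (vertical axes) on each array labelled ovary, by atrazine concentration (horizontal axes); numbers are replicates, horizontal lines group means and bars the SD of 6 arrays. For adcyap1b, replicates 3, 5 and 6 at 0.3 ppb lie at 4.24, 4.22 and 4.43 and replicates 2 and 4 at -4.23 and -3.76.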

The observed increase in *ADCYAP1* expression in ovary tissue corresponds to the observed increase in P4 levels. Additionally, our previous study examining the effects of a developmental atrazine exposure on female brain tissue also revealed an alteration in *ADCY* upon transcriptomic analysis^33^ as it works synergistically with GnRH, therefore playing a role in the release of LH and FSH^62^. All three are needed for proper reproductive function and each is shown to be decreased by atrazine exposure^8^,^27^,^40^. Furthermore, as previously stated, atrazine increases P4 through the stimulation of the cAMP, AKT, and CEBPB-signaling pathways^47^. CREB signaling proteins are also identified as a stimulator of *ADCYAP1*^67^.

An increase was also observed in *CYP1B1* in all three atrazine treatments. 

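Table 2 names the accession NM_001045256 for this gene and the same accession for HPGD. The reference used here assigns it to cyp1b1, and a second array target with the symbol cyp1b1, NM_001145708, was measured as well. NM_001045256 was well above background on 2 of 6 arrays at 0 ppb (replicates 1 and 6), 4 at 0.3 ppb, 1 at 3 ppb and 1 at 30 ppb, and at 3 and 30 ppb the 1 array was that of replicate 1, whose grid was misplaced. NM_001145708 was not well above background on any 0 ppb array and was so on 4, 2 and 3 of 6 arrays at 0.3, 3 and 30 ppb. With the 0 ppb arrays near background, no fold change is given for either target. At 0.3 ppb limma's test gave adjusted p = 0.550 for NM_001045256, with a higher level in 5 of 6 replicate pairs, and adjusted p = 0.346 for NM_001145708. The level of NM_001045256 at 0 ppb was -6.79 ± 3.21 (SD, n = 6) with replicate 1 and -8.08 ± 0.61 (SD, n = 5) without it. Without replicate 1 both targets passed the study's threshold at 0.3 ppb. On the 0.3 ppb arrays of replicates 3, 5 and 6 the level of NM_001045256 was -2.95, -1.98 and -2.32, and in replicates 2 and 4 it was -7.97 and -7.60.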

*CYP1B1* is expressed constitutively in steroidogenic tissues such as the adrenal, ovary, and testes^68^. Therefore, its regulation is primarily by hormones that elevate cAMP. Steroidogenic cytochrome P450’s undergo transcriptional regulation by numerous transcription factors such as *SF-1*. *SF-1* is a transcriptional regulator for *CYP19A1*, *STAR*, and *CYP11A1*. 

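SF-1 is encoded in zebrafish by nr5a1a and nr5a1b. The log2 fold changes of nr5a1a (NM_131794, 6 probes) were 0.23, -0.25 and 0.07 at 0.3, 3 and 30 ppb (standard error 0.46), and its probes ranged from -1.57 to 1.79 at 0.3 ppb. Those of nr5a1b (NM_212834, 5 probes) were 0.29, -0.41 and -0.19 (standard error 0.60). All 6 changes were smaller than their standard errors. Without replicate 1 the change of nr5a1b at 0.3 ppb was 0.73, above its standard error of 0.49, and the others stayed below theirs. The target for cyp11a1, under the current symbol cyp11a1.1 (NM_152953, 3 probes), had a level of 3.81 ± 1.94 (SD, n = 6) at 0 ppb and -0.23 ± 4.08 at 0.3 ppb, a log2 fold change of -4.04 (standard error 1.61, adjusted p = 0.280 from limma's test). It was -3.17, -3.67 and -3.59 on the 0.3 ppb arrays of replicates 3, 5 and 6, against 3.97 to 5.17 on the other 17 arrays of replicates 2 to 6. At 3 and 30 ppb its log2 fold changes were -0.35 and -0.16, and without replicate 1 they were -0.03 and 0.15.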

Although this gene is heavily integrated within the steroidogenic pathway, its up regulation may provide further insight into the mechanisms behind the adverse effects of atrazine exposure, especially those effects lasting into adulthood.

An additional gene altered by all three atrazine treatments was vasoactive intestinal peptide (*VIP*). 

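The target for vip (NM_001114553, 1 probe) had a level of -4.31 ± 3.22 (SD, n = 6) at 0 ppb, -0.80 ± 4.52 at 0.3 ppb, -5.25 ± 1.97 at 3 ppb and -4.97 ± 2.61 at 30 ppb. It was well above background on 5 of 6 arrays at 0 ppb, 5 at 0.3 ppb, 1 at 3 ppb and 4 at 30 ppb. For the second copy, vipb (NM_001114555, 1 probe), 1, 3, 3 and 2 of 6 arrays were well above background at 0, 0.3, 3 and 30 ppb, and no fold change is given for it.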

*VIP* mRNA is found in the ovaries of rodents, specifically, in the granulosa layer of the pre-ovulatory follicles. *VIP* acts on specific targets which activates adenylyl cyclase pathway, therefore stimulating the cAMP production. This gene stimulates progesterone, androgens, and estradiol secretion. It is also associated with the initiation of follicular growth and the inhibition of follicular atresia^69^. *VIP* was down regulated in our transcriptomic analysis; this down regulation could play a role in the observed follicular atresia observed. 

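Relative to 0 ppb, vip had a log2 fold change of 3.51 at 0.3 ppb (standard error 1.75, adjusted p = 0.364 from limma's test), with a higher level in 3 of 6 replicate pairs. At 30 ppb it was -0.66, with a lower level in 5 of 6 pairs and an adjusted p of 1.00 from limma's test. At 3 ppb, with 1 array well above background, no fold change is given. Without replicate 1 the values at 0.3 and 30 ppb were 4.45 and -0.36, with 3 and 1 of 5 pairs higher. The 0.3 ppb arrays of replicates 3, 5 and 6 had vip levels of 1.92, 2.68 and 2.68, and those of replicates 2 and 4 had -5.50 and -7.53. From a lower expression of VIP, the paper proposes a role in the follicular atresia it observed.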

The observed upregulation of *ADCYAP1* may be a compensatory mechanism to the down regulation of *VIP* to continue the release of steroid hormones.

Additionally, it is known that EDCs can affect many aspects of the hormonal pathway including their synthesis, transport, excretion, and metabolism^7^. 

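The accession that Table 2 gives for CRHBP was not among the array's target names, and the target with the symbol crhbp (NM_001003459, 5 probes) was used. Its level was -4.34 ± 2.44 (SD, n = 6) at 0 ppb, -0.96 ± 3.60 at 0.3 ppb, -4.07 ± 2.3 at 3 ppb and -4.06 ± 1.99 at 30 ppb. The log2 fold change was 3.38 at 0.3 ppb (standard error 1.45, adjusted p = 0.302 from limma's test) with 5 of 6 replicate pairs higher, and 0.27 and 0.28 at 3 and 30 ppb with 3 and 4 of 6 pairs higher. Single probes ranged from 0.51 to 5.75 at 0.3 ppb and from -1.48 to 3.25 at 3 ppb. With replicate 3 left out the value at 30 ppb was -0.04, and without replicate 1 the target passed the study's threshold at 0.3 ppb. Replicates 3, 5 and 6 at 0.3 ppb had levels of 1.21, 1.80 and 2.21, and replicates 2 and 4 had -5.68 and -5.33.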

Our microarray and qPCR analysis show that embryonic atrazine exposure elicits an up-regulation of the *CRHBP* gene. This gene is a potent stimulator of the synthesis and secretion of preopiomelanocortin-derived peptides such as α-Melanocyte-stimulating hormone (α-MSH) and adrenocorticotropic hormone (ACTH). Although these additional hormones are highly associated with the body’s primary stress pathway (hypothalamus-pituitary-adrenal (HPA) axis); this axis works in tandem with the HPG axis. Gene ontology revealed *CRHBP* to aid in the cellular response to GnRH. GnRH is a key regulator of the HPG axis and has been the focus of studies aiming to elucidate the mechanism of atrazine toxicity^27^,^40^.

Our data suggests a developmental origin of reproductive dysfunction in adult female zebrafish caused by an embryonic atrazine exposure. Reproductive traits, morphological and hormone data, and gene expression analysis provide a conceptual working model of atrazine toxicity when coupled to our previous studies^32^,^33^ (Fig. 4). Indeed, many adult diseases and disorders are believed to originate from exposure to environmental stressors during development by altering and reprogramming normal cellular processes that lead to an altered physiological state. The disruption of the reproductive system through the developing neuroendocrine system was identified in our initial gene expression assessment^32^. From our transcriptomic analysis, we reported a disruption in the expression of *CYP17A1*, *LH*, and *ADCY1*. These genes are critical for steroidogenesis and proper reproductive function. Additionally, alterations in *PER1* and *PER3* were observed which play a role in regulating circadian rhythm; a process vital for maintaining homeostatic reproductive function^70^. We also reported alterations in *THRA*; a gene responsible for proper thyroid function at 72 hpf and in adult female brain tissue following the developmental atrazine exposure^32^,^33^. Although the primary effect of atrazine exposure is reported throughout the HPG axis, results from our developmental and adult studies show that the hypothalamus-pituitary-thyroid (HPT) axis may also be disrupted, although further studies are necessary. In addition, we observed alterations in *PDE10A* following embryonic atrazine exposure as well as *PDE1A* in adult brain tissue. Phosphodiesterase genes are reported to be affected by atrazine exposure^71^,^72^. Alterations in these upstream cellular regulators can have an adverse effect on steroidogenesis through cAMP. Transcriptomic profiling of the brain tissue of females exposed to atrazine only during embryogenesis also revealed enrichment in genes associated with neurological system development and function, organ and tissue development, body size, and behavior as well as a decrease in the serotonin metabolite 5-HIAA and serotonin turnover^33^. Although neurotransmitter systems were not addressed in the results shown here, neurotransmitters and neuropeptides that are involved in GnRH release are reported to be altered by atrazine exposure^73^,^74^,^75^. Furthermore, transcriptomic profiling of ovarian tissue of females exposed to atrazine during embryogenesis revealed enrichment of genes associated with endocrine system development and function and steroidogenesis (*CYP19A1*, *CYP1B1*, *ADCYAP2*, *STAR*, *VIP*) providing a genetic link to the observed reproductive dysfunction, follicular atresia, and increased levels of progesterone. 

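For CYP19A1, CYP1B1, STAR and VIP the targets of cyp19a1a, cyp19a1b, cyp1b1, star, vip and vipb were compared, and ADCYAP2 is not analysed here. At 0.3 ppb star and cyp19a1a were lower than at 0 ppb and the others higher. Under limma's array weights all 15 targets tested for the genes the paper discusses passed the adjusted p at 0.3 ppb, 10 higher and 5 lower. At 3 or 30 ppb 0 passed. Replicates 5 and 6 at 0.3 ppb, with brain list medians of 7.89 and 8.31, carried weights of 9.31 and 5.61. Replicates 2 and 4 at 0.3 ppb, with brain list medians of -0.72 and -0.35, carried weights of 0.0862 and 0.0916. With the replicate number as a block 0 of the 15 passed at any dose. With the same block without replicate 1, chosen after seeing the data, 12 passed at 0.3 ppb (7 higher and 5 lower) and 0 at 3 or 30 ppb. All these counts at 0.3 ppb rest in part on arrays unlike the other arrays labelled ovary. The follicle's somatic cells, which make its steroids, were covered by a list of 15 targets, 3 of whose genes are also in the steroidogenic list. Its median log2 fold changes were -0.78, 0.30 and 0.09 at 0.3, 3 and 30 ppb. Camera gave an adjusted p of 0.0215, 0.589 and 0.829 for them, and the call at 0.3 ppb was lost under fry (p = 0.289) and with an estimated correlation (p = 0.221). Without replicate 1, all 15 targets were higher at 3 ppb, with a median of 0.49 and a camera adjusted p of 5.22e-05, a call kept by fry and with an estimated correlation. The adjusted p at 0.3 ppb was then 0.102. From the altered genes of endocrine function and steroidogenesis, the paper reasons to a genetic link with the reproductive dysfunction, the follicular atresia and the higher progesterone it reports.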

The results from these and previous studies provide support for atrazine exposure causing adverse effects to the neuroendocrine system immediately following atrazine exposure as well as later in life.

## Methods

### Zebrafish husbandry and experimental design

Zebrafish (wild-type AB strain) were housed in a Z-Mod System (Aquatic Habitats) on a 14:10 hour light:dark cycle and maintained at 28 °C with a pH of 6.9–7.2 and conductivity range of 470–520 μS. Adult zebrafish were bred in cages and embryos were collected, staged, and rinsed with system water as described previously for experimental use^76^. Embryos were dosed with 0, 0.3, 3, or 30 ppb atrazine (CAS #1912-24-9; Chem Service, 98% purity) from 1–72 hours post fertilization (hpf) as previously described^32^,^33^. Atrazine sample concentrations were verified using an U.S. EPA approved immunoassay kit for atrazine (Abraxis Atrazine ELISA kit, Warminster, PA) as previously described^77^. After exposure, larvae were rinsed with clean fish system water, housed in 4-liter tanks in the system with 20–30 fish per tank, and allowed to mature under normal growing conditions (Supplementary Material, Figure S1). Biological replicates are defined by groups started on different days. All animal protocols were approved and performed in accordance with Purdue University’s Institutional Animal Care and Use Committee guidelines.

### Assessment of reproductive potential and morphology of offspring

At approximately 5 months post fertilization (mpf) zebrafish from each treatment group (0, 0.3, 3, or 30 ppb atrazine) were sexed and bred within respective treatment groups in 4-liter tanks once a week for three continuous weeks in order to initiate breeding cycles (Supplementary Material, Figure S1). To assess individual breeding potential, one male and one female from each treatment group were randomly selected and paired for breeding. A total of 64 individual pairs were tested for each treatment group among the four biological replicates (16 pairs per replicate). The number of pairs that spawned was noted and embryos from each pair were collected and observed through embryogenesis (72 hpf) noting: the number of fertilized embryos and unfertilized eggs per pair; mortality at 24, 48 and 72 hpf; and number of embryos hatched at 48 and 72 hpf. In addition, twenty larvae from each treatment dish (considered subsamples) of each biological replicate (n = 4) were analyzed with light microscopy using a Nikon SMZ1500 dissecting scope with NIS Elements imaging software to attain total body length (measured from snout to end of tail), head length, and head width.

### Fish gonadal tissue collection and histology

Adult female zebrafish (approximately 5–8 mpf) were euthanized in MS-222 (Ethyl 3-aminobenzoate methanesulfonate, Sigma, St. Louis, MO) (4 mg/mL) and subsequently weighed to obtain body weight (4 replicates with 10 fish per replicate). Ovaries were collected and weighed for calculation of gonadal somatic index (GSI) determined as (gonad weight/total tissue weight)*100. A sample of ovarian tissue was collected from both ovaries and fixed in Davidson’s Fixative^78^ overnight at room temperature and then transferred to histology grade 70% EtOH (Sigma). Hematoxylin and eosin (H & E) sections were prepared following standard procedures and sections examined under a light microscope (10–40X) for staging and evaluation of any abnormalities as outlined in Johnson *et al.*^78^. All follicles were counted and classified as perinuclear, cortical alveoli, early vitellogenic, late vitellogenic, post-ovulatory, or atretic. Frequencies of occurrence of each stage were then calculated from each section and averaged.

### Estradiol and progesterone analysis in adult female ovary tissue

Ovarian tissue from adult females (~6 mpf) was collected from each treatment group. Four to seven adult females were pooled for each biological replicate (n = 4). Tissue was stored at −80 °C prior to extraction and analysis. Samples were weighed and 100 mg of tissue placed in a 1.7 mL tube. 1000 ng of d_5_-estradiol or 100 ng of d_9_-progesterone was added as an internal standard to each tube. Glass homogenizer beads and water were added, tubes briefly vortexed, and then 1 mL of hexane/ethyl acetate (60/40 v/v) added to each. The samples were vortexed for 15 minutes on maximum speed and then centrifuged at 15,000 rpm for 5 minutes. The top organic layer was transferred to a new tube, dried in a rotary evaporation device, and stored at −20 °C until derivatization.

For estradiol analysis the extracts were derivatized with dansyl chloride just prior to LC/MS/MS analysis^79^. Acetonitrile, 10mM sodium carbonate, and freshly prepared dansyl chloride was added to each sample for a reaction time of 10 minutes at 60 °C. For progesterone analysis the extracts were derivatized with the AB Sciex Keto derivatization kit (AB Sciex, Framingham, MA) just prior to LC/MS/MS analysis. 50 μL of reagent was added to each sample with a reaction time of 60 minutes at room temperature. The samples were transferred to autosampler vials and immediately analyzed on the instrument.

An Agilent 1200 Rapid Resolution liquid chromatography (LC) system coupled to an Agilent 6460 series QQQ mass spectrometer (MS) was used to analyze estradiol in each sample. A Waters Xbridge C18 2.1 mm × 100 mm, 3 μm column was used for LC separation. The buffers were (A) water + 0.1% formic acid and (B) acetonitrile + 0.1% formic acid. The linear LC gradient was as follows: time 0 minutes, 10% B; time 1 minute, 10% B; time 5 minutes, 100% B; time 15 minutes, 100% B; time 15.5 minutes, 10% B; time 18 minutes, 10% B. The flow rate was 0.3 mL/min. Multiple reaction monitoring was used for MS analysis. The data were acquired in positive electrospray ionization (ESI) mode by monitoring the following transitions: Estradiol-dansyl chloride 506.1→155.8 (40V), 171 (30V); d5-Estradiol-dansyl chloride 511.1→155.8 (40V), 171 (30V); Progesterone 429.1→370 (20V), 126 (30V); d_9_-Progesterone 438.1→379 (20V), 132 (30V). The jet stream ESI interface had a gas temperature of 325 °C, gas flow rate of 8 L/minute, nebulizer pressure of 40 psi, sheath gas temperature of 250 °C, sheath gas flow rate of 7 L/minute, capillary voltage of 4000 V, and nozzle voltage of 1000 V.

### Transcriptome microarray analysis of adult female gonad tissue

Ovarian tissue from six adult females (approximately 5–8 mpf) was collected among the groups exposed to an atrazine treatment (0, 0.3, 3, or 30 ppb) during embryogenesis, homogenized in Trizol (Life Technologies), and flash frozen in liquid nitrogen (n = 6). Total RNA was isolated by the RNeasy Mini Kit (Qiagen). Transcriptomic microarray analysis was conducted using the one-color hybridization strategy to compare gene expression profiles among the atrazine treatments with a custom zebrafish 4 × 180K expression platform (Agilent Technologies). This microarray is a multiplex format of 4 arrays each consisting of 180,000 probes interrogating 36,000 known and predicted targets with approximately 3–5 probes per target and is based on the Ensembl and UCSC Genome Databases. 

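The deposited arrays hold 180880 spots each, of which 176026 are not control spots. These spots carry 128291 different probes for 89208 targets by the array's own target names, and 70981 of the targets have a single probe. A gene symbol could be assigned to 13710 targets of 13547 genes, while 12335 targets carry an Ensembl transcript name and 23565 only a probe name. Counts of targets are therefore not counts of genes.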

Following hybridization, arrays were washed and then scanned on an Agilent Technologies SureScan Microarray Scanner (Agilent Technologies). Array image data was extracted using Agilent Feature Extraction Software 11.5 (Agilent Technologies,). Data was uploaded to GeneSpring 12.5 (Agilent Technologies) for statistical analysis. Microarray analysis was performed following MIAME guidelines^80^. Each gene list was imported into Ingenuity Pathway Analysis (IPA) for gene ontology and molecular pathway analysis. Genes referred to in the results and discussion sections are reported as the human homologs of the genes identified to be altered by microarrays.

### Quantitative polymerase chain reaction (qPCR) confirmation of microarray

qPCR was performed on a subset of selected genes altered in the gene expression array analysis: *STAR, ACE, CYP19A1, CYP1B1, CRHBP, HPGD*, and *VIP* using the BioRad SSOAdvance SYBR Green Supermix kit according to the manufacturer’s recommendations. Probes specific to target genes were designed using the Primer3 website (Supplementary Material, Table S5). qPCR was performed following similar methods as previously described^32^,^33^ following the minimum information for publication of quantitative real-time PCR experiments (MIQE) guidelines^81^. Similar to as performed in previous studies in our laboratory several genes were assessed to determine the best reference gene to be used for this data set (data not shown)^32^,^33^. *β-ACTIN* was found to be the most consistent and least variable for this analysis. qPCR was performed on the same samples as used in the microarray analysis (n = 6). Experimental samples were run in triplicate (technical replicates) and gene expression was normalized to *β-ACTIN*. Efficiency and specificity were checked with melting and dilution curve analysis and no-template controls.

### Statistical analysis

The average number of embryos per treatment group, number of embryos per pair, survival, hatching success, spawning rates, sex ratios, morphology measurements of offspring, and gene expression array confirmation by qPCR were analyzed using an Analysis of Variance (ANOVA) with a least significant difference (LSD) post-hoc test when a significant ANOVA was observed (α = 0.05) using SAS statistical software. Total body weight and ovary weights between the control and 30 ppb treatment groups was analyzed with a T-test (p < 0.05). Counts of ovarian follicles and corresponding stages of development were assessed using a combination of Chi-square and a generalized linear mixed model (p < 0.05) in SAS statistical software. Hormone analysis was performed using an ANOVA and Tukey’s post-hoc test when a significant ANOVA was observed (α = 0.05). Microarray analysis was completed with an ANOVA and a Tukey’s post-hoc test when a significant ANOVA was observed (α = 0.05). In addition, a mean absolute log_2_ expression ratio of at least 0.585 (50% increase or decrease in expression) must be satisfied.

## Additional Information

**How to cite this article**: Wirbisky, S. E. *et al.* An embryonic atrazine exposure results in reproductive dysfunction in adult zebrafish and morphological alterations in their offspring. *Sci. Rep.* **6**, 21337; doi: 10.1038/srep21337 (2016).

**Accession Codes**: Transcriptomic data discussed in this publication has been deposited in NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE73740. (http://www.ncbi.nlm. nih.gov/geo/query/acc.cgi?acc=GSE73740)

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
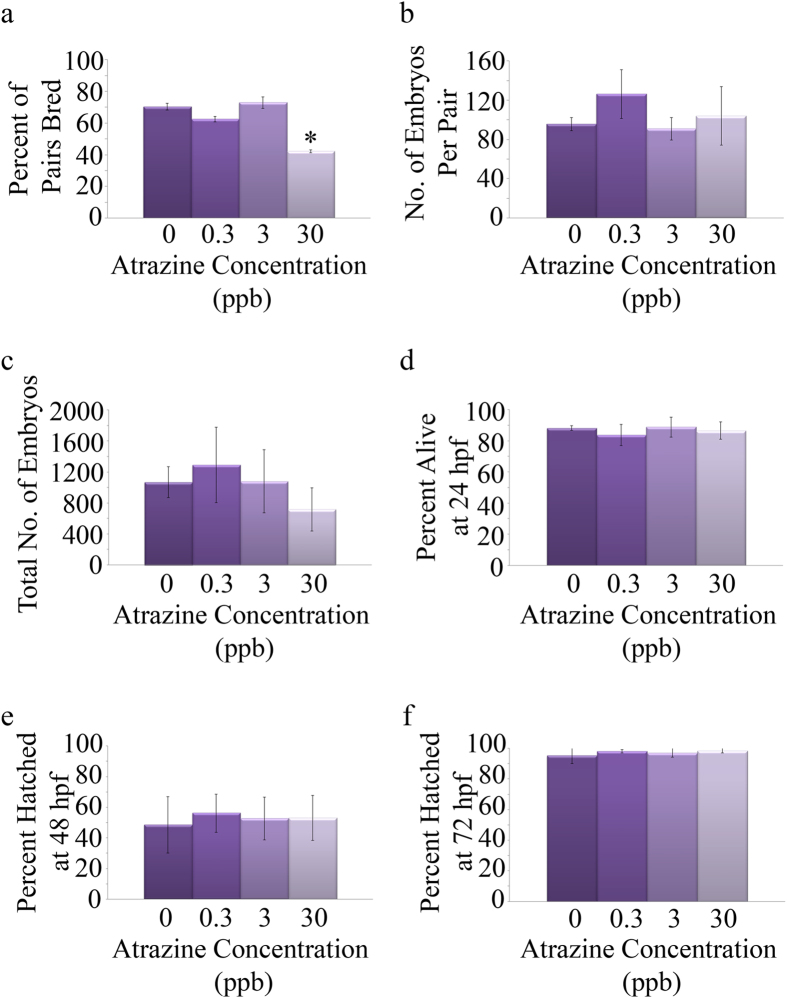
Assessment of embryonic atrazine exposure on adult zebrafish reproductive function and offspring viability. Adults were individually paired in mating experiments to assess mating success (16 pairs from each of the 4 biological replicates). Average number of pairs that bred was decreased in the group exposed to 30 ppb atrazine during embryogenesis (**a**). There were no significant differences observed for the number of embryos per pair or the total number of embryos per treatment (**b**,**c**, respectively). In addition, no significant changes were observed in mortality of the offspring (**d**) or in hatching rates at 48 and 72 hpf (**e**,**f**, respectively). Error bars are expressed as ± SD. (*p < 0.05).

**Figure 2:**
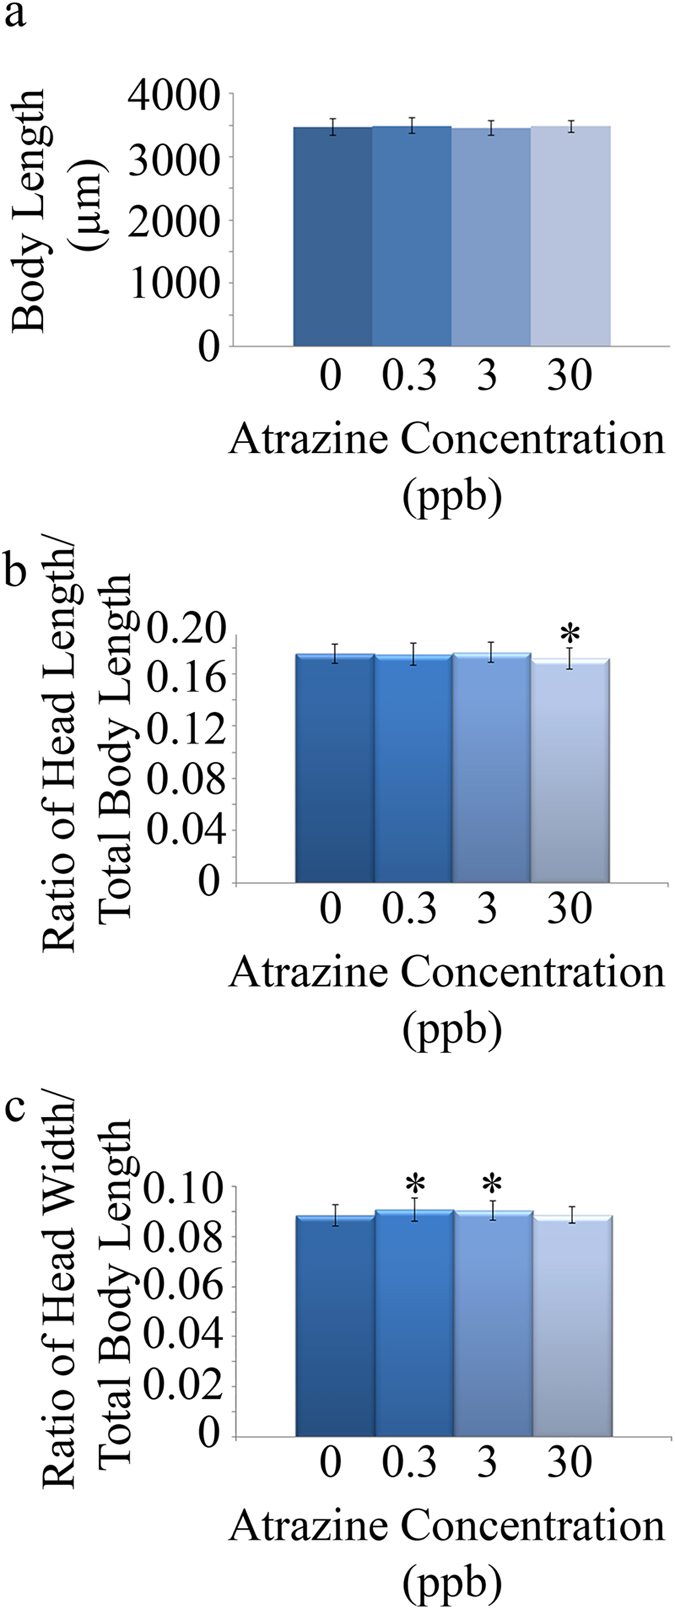
Morphological assessment of offspring. Twenty embryos (considered subsamples; n = 4) of the adult zebrafish population exposed to atrazine during embryogenesis were assessed at 72 hpf to obtain whole larvae total length (measured from snout to end of tail), head length, and head width. No significant alterations were found in total body length (**a**); however, a significant decrease in the head length to body length ratio in the 30 ppb atrazine treatment group was observed (**b**). In addition, a significant increase in the head width to body length ratio in the 0.3 and 3 ppb atrazine treatments was observed (**c**). Error bars are expressed as ± SD. (*p < 0.05).

**Figure 3:**
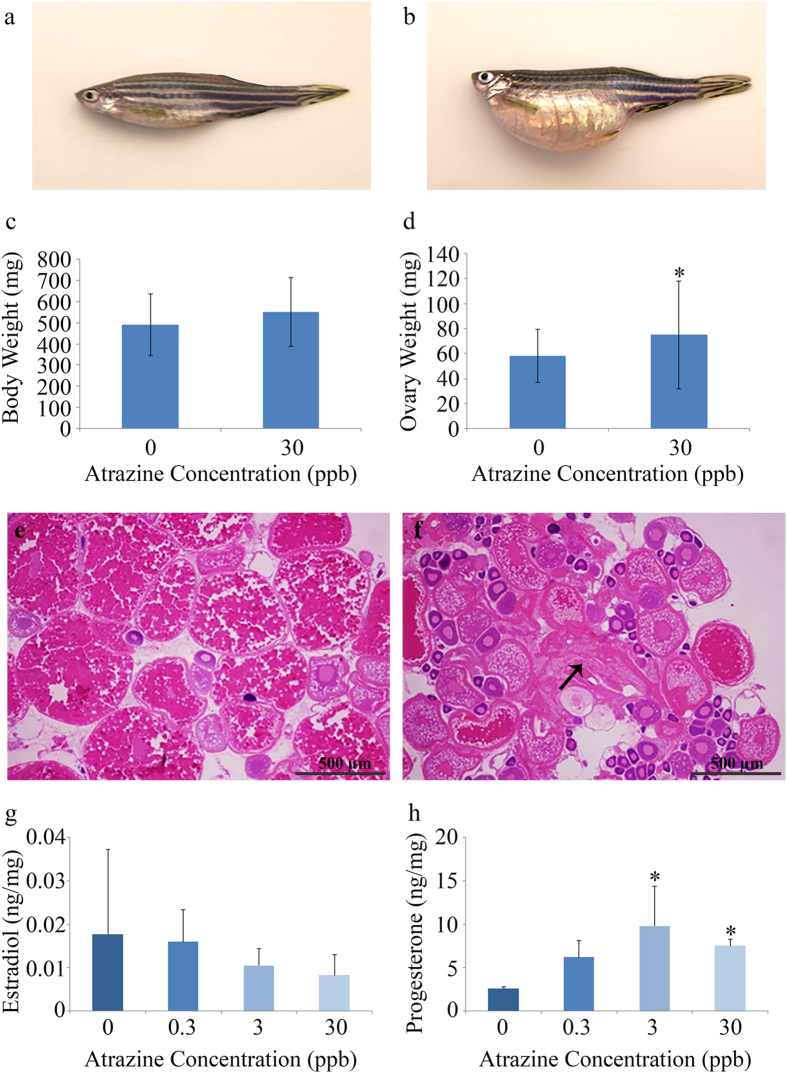
Effects of embryonic atrazine exposure on adult female zebrafish. A representative image of an adult female from the control group (**a**) compared to an adult female with a swollen abdomen in the 30 ppb developmentally exposed group (**b**). There was a ~5% incidence rate observed in this treatment group (~24–37 females assessed in each treatment of the four replicates). No significant difference in overall body weight was seen between the control and 30 ppb treatment group (**c**), but a significant increase in ovary weight was observed (**d**) (4 replicates with 10 female fish assessed per treatment replicate). Moreover, in comparison to the normal adult female zebrafish (**e**) an increase in atretic ovarian follicles (black arrow) was observed in those fish that presented with abdominal swelling (**f**) determined to be from an inability to release eggs (4 replicates with 10 female fish assessed per treatment replicate). Furthermore, while no significant differences were observed in estradiol (**g**), a significant increase in progesterone (P4) was present in adult females exposed to 3 or 30 ppb atrazine during embryogenesis (**h**) [4 to 7 adult females were pooled for each biological replicate (n = 4)]. Error bars are expressed as ± SD. (*p < 0.05).

**Figure 4:**
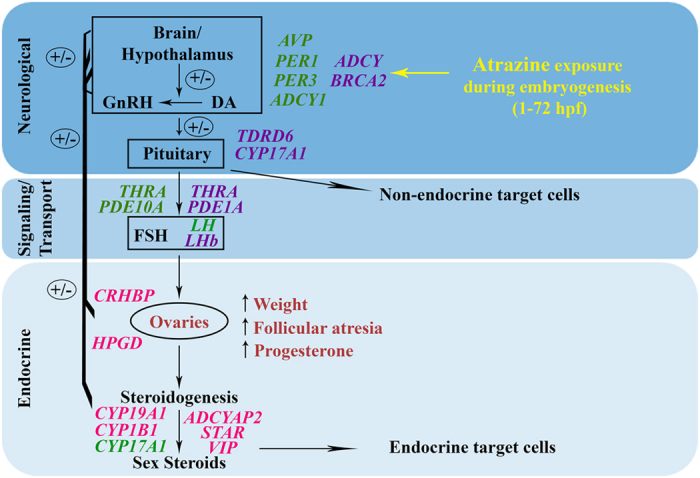
Schematic diagram of the effects of an embryonic atrazine exposure on the HPG axis in female zebrafish. Diagram representing the effects of an embryonic atrazine exposure at 72 hpf as well as in brain and ovarian tissue of adult females exposed during embryogenesis compiling the data from this study, Weber *et al.*^32^, and Wirbisky *et al.*^33^. The genes in green are representative of changes observed at 72 hpf; genes in purple are altered in adult female brain tissue; genes listed in pink are those altered in adult female gonad tissue; and red signifies the morphological alterations observed.

**Table 1:** Genes altered in all three atrazine treatments.

Physiological System Development and Function	p-value^a^	Number of Genes^b^
NERVOUS SYSTEM DEVELOPMENT AND FUNCTION	7.96E-06 – 1.85E-02	106
Growth of neurites	7.96E-06	27
Morphology of CNS	3.35E-05	28
Synaptic Transmission	1.16E-03	17
Differentiation of neurons	3.36E-04	20
ENDOCRINE SYSTEM DEVELOPMENT AND FUNCTION	1.52E-06 – 1.61E-02	22
Hormone Metabolism	6.75E-04	12
Steroidogenesis	6.40E-04	9
Accumulation of progesterone	6.76E-03	2
Concentration of corticosterone	1.23E-05	11
Synthesis of estrogen	6.26E-03	4
BEHAVIOR	2.85E-07 – 1.85E - 02	59
Behavior	2.85E-07	48
Cognition	2.91E-05	23
Learning	7.43E-04	19
Locomotion	7.91E-03	14
TISSUE DEVELOPMENT	7.96E-06 – 1.85E-02	78
Growth of neurites	7.96E-06	27
Gonadogenesis	4.99E-03	20
Development of genital organ	5.51E-03	21
Development of ovary	6.94E-03	8

^a^Derived from the likelihood of observing the degree of enrichment in a gene set of a given size by chance alone.

^b^Classified as being differentially expressed that relate to the specified function category; a gene may be present in more than one category.

**Table 2:** qPCR array confirmation of adult female gonad tissue.

Gene	SEQ_ID	ANOVA p-value (p < 0.05)	Up/Down
*STAR*	NM_131663.1	0.0134	Up
*ACE*	XM_005169447.1	0.019	Up
*CYP19A1*	NM_131154.2	0.0312	Up
*CYP1B1*	NM_001045256.1	0.0015	Up
*CRHBP*	XM_689239.5	0.0023	Up
*HPGD*	NM_001045256.1	0.0027	Up
*VIP*	NM_001114553.2	0.009	Down

How the deposited data were processed for this re-analysis (not part of the article)

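RNA labelled as ovary of adult female zebrafish was measured on 24 one-color arrays, 6 for each of 4 treatments: 0, 0.3, 3 and 30 ppb atrazine from 1 to 72 hpf. The authors hybridized each sample to its own array, scanned it and read the spots with the extraction software, and the deposited values are the intensity of each spot after subtraction of its local background and spatial detrending, with low values set to a floor. Also deposited are the median pixel intensity of the spot and of its background, and software marks for spots well above background or out of line. The GeneSpring normalization and the IPA enrichment of the authors are not in these values and were not repeated.

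From these values the log2 intensity was computed (floor 1) and the 75th percentile of the array's unmarked non-control spots was subtracted. Spots marked as outliers were left out. Probes well above background on at least 6 of 24 arrays were kept, the spots of a probe and then the probes of a target were averaged, and a target needed at least 2 values per group. This left 74079 of 89208 targets. limma 3.58.1 in R 4.3.3, with data.table 1.17.8, fitted the 4 groups to all arrays. The moderated test of each comparison was adjusted by Benjamini-Hochberg over targets, with a threshold of 0.05 and an absolute log2 fold change of 0.585. The study's threshold is the rule of the paper's methods, an analysis of variance at 0.05, Tukey's test and the same fold change. The methods name no adjustment over targets, and it was applied here without one. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

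The named genes were fixed before the data were examined. They are the genes the paper names as altered in the ovary, except ADCYAP2, and the regulators it discusses, in both zebrafish copies. Any of up to 5 further targets called at all 3 doses were to be added, which added 0. For 3 genes (ACE, HPGD and cyp11a2) no target was found and they are not analysed here. Lists of steroidogenic, oocyte, follicle somatic, liver, blood and muscle genes were also fixed before. Lists for testis, brain, pituitary, eye, gut, kidney and skin were written after arrays had been compared, to test where 3 arrays differ. Lists were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation. For these tests 2.63% of values were filled with the mean of their group.

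Replicate numbers stand for groups started on different days by the paper's methods, and each number has its own slide, so that they pair the samples. As a check, deviations from the group means over 45048 targets correlated by over 0.1 in 26 of 36 pairs with the same number, with medians of 0.766, 0.585, 0.348, 0.589, 0.223 and 0.0532 for replicates 1 to 6, against a median of -0.0459 for 180 pairs with different numbers. Slides were scanned in 3 sessions, each with 2 slides and all treatments. Position on the slide goes with treatment and cannot be told apart from it.

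The software marked the grid of 6 arrays as poor: the 4 of replicate 1, replicate 6 at 3 ppb and replicate 2 at 30 ppb. All arrays stay in the values at the claims. The procedure was tested on simulated data with the spread of these arrays but with noise independent between arrays, unlike the arrays of a slide. Without replicate 1, limma recovered 18.0%, 15.0% and 17.5% of targets with a log2 change of 2 at 0.3, 3 and 30 ppb, and 70.5%, 71.0% and 72.0% at 4.

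The alternatives tried were quantile normalization, normexp background correction with offset 50, no filter and a strict filter on dim probes, only the 2 groups compared, a replicate block, array weights, each replicate number left out, the median over probes, each probe alone, an adjusted analysis of variance, an unadjusted p and no fold threshold, with 5 combinations without replicate 1 added after the data were seen. The mean pixel signal planned for normexp is not in the deposited columns, so the median pixel signal was used.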

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

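The tests of the spot grid, of the slides and scan sessions, of blood RNA and of blood or muscle RNA as the whole of what the arrays share were chosen only after the result was seen. The testis list was written after the correlations between arrays had been seen, and the lists for brain, pituitary, eye, gut, kidney and skin after the levels of the genes the study names, but before the levels of the lists' own genes were read.

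In 28 of 68 groups of 6 arrays tested, 1 array lay far from the other 5, where chance gives about 1 in 20 groups. In 27 of the 28 it was the array of replicate 1. Its correlations with the median of the 0 ppb arrays of the other replicate numbers were -0.0160, -0.0349, -0.0358 and -0.0159 at 0, 0.3, 3 and 30 ppb. At 0 ppb it lay apart with levels of -0.47 (cyp19a1b), -0.33 (cyp1b1 NM_001045256), -1.12 (cyp1b1 NM_001145708), 0.53 (crhbp), 2.15 (vip), -1.65 (vipb), 1.96 (adcyap1a), -0.11 (cyp11a1.1), -0.49 (cyp17a1), 1.00 (nr5a1b) and 0.66 (the steroidogenic list). At 3 ppb the values were 0.076 (adcyap1b), -2.10 (cyp11a1.1) and -1.45 (cyp17a1). At 30 ppb they were -1.18 (cyp19a1b), 2.47 (cyp1b1 NM_001045256), 0.15 (cyp1b1 NM_001145708), -0.14 (crhbp), 1.20 (vipb), 1.17 (adcyap1a), -0.80 (adcyap1b), -1.81 (cyp11a1.1) and -1.81 (cyp17a1). A candidate explanation is a spot grid misplaced on this slide. With the grid in place the highest correlation of its 4 arrays with the other slides was 0.0103, and after moving the grid it was 0.475 to 0.727. The bright corner spots had medians of 148 to 341 on this slide and 4938 to 18257 on the others. The slide holds all 4 treatments, so that atrazine does not separate it from the other slides, and no other biological explanation was tested.

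The remaining array was replicate 4 at 3 ppb, with a cyp19a1a level of 1.89 against -0.41 to 0.39 on the other arrays of its group. No explanation for it was tested, and 1 such array among 68 groups is fewer than chance gives.

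For the genes it calls altered in all treatments, the paper's Table 1 lists nervous system development and function. A list of brain genes lay above every 0 ppb array on 4 arrays at 0.3 ppb. Its medians relative to the median 0 ppb array were 3.99 (replicate 1), 8.09 (replicate 3), 7.89 (replicate 5) and 8.31 (replicate 6). On all 4 arrays of replicate 1 this list lay between 3.24 and 3.99, and the misplaced grid gives its level no meaning. The other 17 arrays of replicates 2 to 6 had brain medians of -0.72 to 0.94. The list has 48 genes, of which 41 were tested with 43 targets, none of the genes in another list or named by the study, and 38 to 41 of the 43 were well above background on the 0 ppb arrays of replicates 2 to 6. Among its most abundant genes, fabp7a was at 7.25, 7.26 and 7.39 on replicates 3, 5 and 6 (17 others -1.04 to 3.05), stmn1b at 7.09, 6.97 and 7.10 (-4.95 to -2.57) and ckbb at 7.37, 7.45 and 8.17 (6.37 to 7.24). The oocyte list was at -7.89, -8.93 and -9.36 on the same arrays (-0.10 to 0.43), and its gene zp2.3 at 1.21, -1.14 and -2.47 (7.70 to 8.45).

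For these 3 arrays, testis RNA is argued against by the testis list, whose highest median was -0.25. Liver RNA carried over at dissection is argued against as what the 3 arrays share by the liver list, at 6.06, -1.10 and -4.52 (17 others -4.15 to 3.60), though a share of liver RNA on replicate 3 stays open. The blood list rose to 3.51, 4.76 and 4.48 (17 others -0.87 to 1.71) and the muscle list to 0.73, 1.47 and 3.02 (17 others -0.80 to 0.91), above the other arrays on replicates 5 and 6. As the whole of what the 3 arrays share, blood and muscle RNA are argued against by the brain list, of which 43 of 43 targets lay above all 17 others on each of the 3 arrays. Some blood or muscle RNA beside it stays open. The other lists were at -1.47, -0.018 and -0.39 (pituitary), 1.29, 1.86 and 0.66 (eye), -0.25, 0.55 and 0.29 (gut), -0.19, 1.14 and 0.93 (kidney) and -0.63, -0.10 and -0.14 (skin). A misplaced grid is argued against because the lowest correlation with the other slides, 0.678, was reached with the grid in place. A slide or scan effect is argued against by the other 9 arrays of the 3 slides. They correlated by at least 0.899 with the median of the 0 ppb arrays of the other replicate numbers. What stays open is that the arrays labelled 0.3 ppb ovary replicates 3, 5 and 6 may have carried brain RNA, for which the lowest brain median of 7.89 is the value that could have come out otherwise. This is a hypothesis found and tested on the same data. An effect of 0.3 ppb atrazine on ovaries stays open as untested. Replicates 2 and 4 of that dose had brain medians of -0.72 and -0.35 (-0.63 to 0.94 on the 15 arrays of replicates 2 to 6 at the other concentrations) and oocyte medians of 0.25 and 0.30 (-0.10 to 0.43). Their steroidogenic medians of -0.31 and -0.31 lay below those 15 (-0.14 to 0.26). So did their medians over all targets of -0.45 and -0.33 (-0.30 to 0.52) and their star levels of -3.34 and -3.60 (-3.24 to -0.98). The items compared were 13 lists, all targets together and the 15 named targets. For no other item did both arrays lie outside on the same side. The comparison was made only after the values were seen.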

How the results depend on the processing

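The alternatives were chosen before the data were examined, except the 5 that combine the absence of replicate 1 with another choice, which were chosen after seeing the data. The slide block is the replicate block, since each replicate number has its own slide, and was not run separately. Over the alternatives chosen before, 136 of 200 counts of targets stayed within 1.5 times the value given at the claims and 64 moved further. Among the lists and named genes, 37 of 45 values for the steroidogenic list, 148 of 186 for the tissue lists and 506 of 543 for the named genes kept their direction and their side of the threshold. The cause of each change below was not tested, except where fewer targets or arrays entered by construction.

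Array weights gave changed targets 59732 (0.3 ppb), 7 (3 ppb), 12201 (30 ppb), 57241 (3 against 0.3 ppb), 46225 (30 against 0.3 ppb), 4 (30 against 3 ppb), 5 (all 3 doses) and 62764 (any difference among the 4 groups) and targets past the study's threshold 54872 (0.3 ppb), 970 (3 ppb), 11903 (30 ppb) and 233 (all 3 doses). Testing each probe alone gave changed targets 1 (0.3 ppb), 1 (3 against 0.3 ppb), 1 (30 against 0.3 ppb) and 1 (any difference among the 4 groups) and targets past the study's threshold 4487 (0.3 ppb) and 53 (3 ppb). At an unadjusted p below 0.05 there were changed targets 10603 (0.3 ppb), 142 (3 ppb), 110 (30 ppb), 8444 (3 against 0.3 ppb), 10049 (30 against 0.3 ppb), 76 (30 against 3 ppb) and 10 (all 3 doses). The filter that kept only probes well above background on all 24 arrays, and so fewer targets, gave targets past the study's threshold 264 (0.3 ppb), 1 (3 ppb), 0 (30 ppb) and 0 (all 3 doses). With only the 2 compared groups in the fit there were targets past the study's threshold 5521 (0.3 ppb), 434 (3 ppb), 375 (30 ppb) and 25 (all 3 doses). A replicate block gave targets past the study's threshold 7369 (0.3 ppb), 243 (3 ppb), 184 (30 ppb) and 13 (all 3 doses). Quantile normalization gave targets past the study's threshold 52 (3 ppb) and 1 (all 3 doses). Normexp background correction gave targets past the study's threshold 1 (all 3 doses). The replicate block changed no other call than those given here and below. Leaving out each replicate number in turn gave changed targets from 0 to 3 (0.3 ppb), 0 to 3 (3 against 0.3 ppb), 0 to 2 (30 against 0.3 ppb) and 0 to 3 (any difference among the 4 groups), and targets past the study's threshold from 262 to 11494 (0.3 ppb), 16 to 110 (3 ppb), 14 to 56 (30 ppb) and 0 to 4 (all 3 doses). The highest of these for the study's threshold at 0.3, 3 and 30 ppb came without replicate 1. At 0.3 ppb the study's threshold was passed by 284, 262 and 289 targets without replicates 3, 5 and 6.

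Chosen after seeing the data, the alternatives without replicate 1 moved these counts. With a replicate block they were changed targets 19835 (0.3 ppb), 7 (3 against 0.3 ppb), 17576 (30 against 0.3 ppb) and 9 (any difference among the 4 groups) and targets past the study's threshold 13943 (0.3 ppb), 486 (3 ppb), 367 (30 ppb) and 56 (all 3 doses). At an unadjusted p there were changed targets 25563 (0.3 ppb), 569 (3 ppb), 360 (30 ppb), 22915 (3 against 0.3 ppb), 24953 (30 against 0.3 ppb), 242 (30 against 3 ppb) and 45 (all 3 doses). Each probe alone gave changed targets 13565 (0.3 ppb), 8625 (3 against 0.3 ppb), 14290 (30 against 0.3 ppb) and 8 (any difference among the 4 groups) and targets past the study's threshold 13682 (0.3 ppb), 167 (3 ppb), 90 (30 ppb) and 8 (all 3 doses). The fit of only the 2 compared groups gave changed targets 1 (0.3 ppb) and targets past the study's threshold 9308 (0.3 ppb), 1240 (3 ppb), 921 (30 ppb) and 67 (all 3 doses). The same fit with a replicate block gave changed targets 2 (30 ppb) and targets past the study's threshold 6865 (0.3 ppb), 2088 (3 ppb), 1808 (30 ppb) and 105 (all 3 doses).

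For the lists, the median log2 fold changes that crossed a threshold or changed sign are given here by setting, where the threshold is an unadjusted camera p of 0.05. With the strict filter the values were 0.010 for the steroidogenic list at 0.3 ppb, 0.83 for the steroidogenic list at 30 ppb, 0.17 for the liver list at 0.3 ppb, -0.036 for the liver list at 3 ppb and 0.11 for the liver list at 30 ppb. With normexp background correction the values were 0.040 for the steroidogenic list at 30 ppb, -0.10 for the oocyte list at 30 ppb, 0.12 for the liver list at 0.3 ppb, 0.58 for the blood list at 3 ppb and -0.0089 for the muscle list at 30 ppb. With array weights the values were 0.076 for the steroidogenic list at 30 ppb, -0.068 for the oocyte list at 30 ppb, -0.21 for the follicle somatic list at 0.3 ppb, 0.54 for the follicle somatic list at 3 ppb and 0.32 for the blood list at 30 ppb. With no replicate 1 and a replicate block the values were 0.15 for the steroidogenic list at 30 ppb. With no replicate 1 and only the 2 compared groups the values were 0.15 for the steroidogenic list at 30 ppb. With quantile normalization the values were -0.73 for the liver list at 3 ppb, 0.79 for the blood list at 3 ppb and -0.032 for the muscle list at 30 ppb. With a replicate block the values were -0.62 for the liver list at 30 ppb and 0.52 for the blood list at 3 ppb. With no filter on dim probes the values were 0.52 for the blood list at 3 ppb. With each replicate number left out in turn the medians ranged from -0.055 to 0.12 for the steroidogenic list at 3 ppb, -0.14 to 0.15 for the steroidogenic list at 30 ppb, -0.16 to 0.093 for the oocyte list at 3 ppb, -0.028 to 0.10 for the oocyte list at 30 ppb, -0.94 to -0.47 for the follicle somatic list at 0.3 ppb, 0.18 to 0.49 for the follicle somatic list at 3 ppb, -1.60 to 1.24 for the liver list at 0.3 ppb, -2.05 to 0.28 for the liver list at 3 ppb, -1.77 to 0.083 for the liver list at 30 ppb, 0.29 to 0.85 for the blood list at 3 ppb, -0.56 to 0.11 for the blood list at 30 ppb and -0.055 to 0.21 for the muscle list at 30 ppb.

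All 15 targets of the named genes passed the adjusted p of limma's test at 0.3 ppb with array weights, none of which had passed with equal weights, and their log2 fold changes were -1.12 for star, -2.48 for cyp19a1a, 9.98 for cyp19a1b, 7.38 for crhbp, 8.17 for vip, 6.20 for adcyap1a, 8.24 for adcyap1b, -8.20 for cyp11a1.1, -7.28 for cyp17a1, -4.38 for cyp17a2, 0.98 for nr5a1a and 1.99 for nr5a1b. None is given for vipb and the cyp1b1 targets, which were near background at 0 ppb. The weights were 9.31 and 5.61 on replicates 5 and 6 at 0.3 ppb, which may have carried brain RNA. With array weights single genes changed sign, to 0.69 for cyp19a1b and 0.83 for adcyap1a at 30 ppb. Under the same weights nr5a1a changed to 0.088 at 3 ppb and -0.035 at 30 ppb. With normexp background correction the sign changed to 0.021 for adcyap1a at 30 ppb and 0.10 for cyp17a2 at 3 ppb. With the median over probes 9 of the 15 targets were above 0 at 30 ppb, against 8 with the mean. A sign therefore changed there too, for a target not identified here. Leave-one-out values of the genes that changed sign ranged from -0.035 to 0.52 for crhbp at 30 ppb, -0.80 to 0.17 for adcyap1a at 3 ppb, -0.25 to 0.13 for adcyap1a at 30 ppb, -0.28 to 0.15 for cyp11a1.1 at 30 ppb, -0.26 to 0.023 for cyp17a1 at 3 ppb, -0.17 to 0.026 for cyp17a2 at 3 ppb, -0.055 to 0.42 for nr5a1a at 0.3 ppb, -0.47 to 0.027 for nr5a1a at 3 ppb, -0.045 to 0.22 for nr5a1a at 30 ppb and -0.042 to 0.73 for nr5a1b at 0.3 ppb. At 3 ppb adcyap1a was well above background on 2 of 6 arrays, so that its sign there has little meaning.

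Where the scaling moves all targets, the fold changes move with it. The median log2 fold change of all targets at 0.3 ppb was 0.36 with the 75th percentile, 0.0025 with quantile normalization and 0.40 with normexp background correction. Of the targets past the study's threshold at 0.3 ppb, 1679 of 2987 were higher with the 75th percentile, 2490 of 3765 with quantile normalization and 3502 of 4150 with normexp. At 3 ppb, 15 of 32 were higher with the 75th percentile, 20 of 52 with quantile normalization and 23 of 35 with normexp, and at 30 ppb 18 of 26, 26 of 33 and 20 of 30. Signal over background limits the dim genes: on the slide of replicate 1 at most 38.2% of probes were well above background, and with probes required to be so on all 24 arrays 3257 targets were left.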

Differences from the paper's values

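Of the values the paper states, 2024 altered genes at 0.3 ppb is the paper's value, and 2987 targets past the study's threshold were found, which is within 1.5 times as a count of targets. The paper counts genes, and the 2987 targets carry 819 different gene symbols, which is not within 1.5 times. Leaving out each replicate number in turn gave 262 to 11494 targets. By limma's adjusted test 0 targets were changed at this dose, and 10603 at an unadjusted p below 0.05. None of the alternatives chosen before the data were examined brought the adjusted count within 1.5 times of the paper's 2024: array weights gave 59732 and the others between 0 and 3, apart from the unadjusted count.

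For 3 ppb the paper's value is 843 altered genes and 32 targets passed the study's threshold. Array weights, with 970, were the only setting chosen before the data were examined within 1.5 times of it, and the others gave 1 to 434. Chosen after seeing the values, the fit without replicate 1 and with only the 2 compared groups gave 1240. limma's adjusted test found 0 changed targets at 3 ppb and 142 at an unadjusted p below 0.05; no setting chosen in advance was within 1.5 times. An unadjusted p without replicate 1 gave 569, chosen after seeing the values.

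For 30 ppb the paper's value is 696 and 26 targets passed the study's threshold. No setting chosen in advance was within 1.5 times: array weights gave 11903 and the others 0 to 375. Chosen after seeing the values, the fit without replicate 1 and with only the 2 compared groups gave 921. By limma's adjusted test 0 targets were changed, and 110 at an unadjusted p below 0.05, and no setting, chosen in advance or after seeing the values, was within 1.5 times.

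For all 3 doses together the paper's value is 383 common genes and 2 targets were past the study's threshold, with 0 by limma's adjusted test and 10 at an unadjusted p below 0.05. No alternative was within 1.5 times, the nearest being array weights with 233. The array has 89208 targets by its target names, where the paper's value is 36000 known and predicted targets; no alternative applies.

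The paper states that STAR rose. The log2 fold change of star was -1.18 at 0.3 ppb and 0.45 and 0.44 at 3 and 30 ppb. The paper states that CYP19A1 rose in all treatments. For the accession it lists, cyp19a1a, the log2 fold change was -1.67 at 0.3 ppb, 1.15 at 3 ppb and 0.72 at 30 ppb. The paper states that VIP was lower. For vip the log2 fold change was 3.51 at 0.3 ppb and -0.66 at 30 ppb, and 4.45 and -0.36 without replicate 1. At 3 ppb vip was well above background on 1 of 6 arrays, and no fold change is given. The paper's directions for STAR, CYP19A1 and VIP also rest on its qPCR of the samples used for the arrays. That qPCR found STAR and CYP19A1 higher and VIP lower, and it could not be examined here.

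The paper calls STAR, CYP19A1, CYP1B1, CRHBP, VIP and ADCYAP1 altered. By limma's adjusted test 0 of the 45 comparisons of named genes passed, a number that also covers the regulators cyp11a1.1, cyp17a1, cyp17a2, nr5a1a and nr5a1b, which the paper does not call altered in these ovaries. With array weights all 15 targets, regulators included, passed at 0.3 ppb and 0 at 3 or 30 ppb. Those weights were 9.31 and 5.61 on replicates 5 and 6 at 0.3 ppb, which may have carried brain RNA. Without replicate 1 and with a replicate block, chosen after seeing the values, 12 of 15 passed at 0.3 ppb, 7 higher and 5 lower, and 0 at 3 or 30 ppb.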

Other observations

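The test of liver RNA carried over was chosen only after the result was seen, as were the permutations within replicate numbers and the 16 splits without replicate 1, while the other tests by splits of the arrays were planned before their results were seen.

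The counts at 0.3 ppb depend on which arrays enter. The 0.3 ppb arrays of replicates 2 to 6 were taken in pairs against the 5 arrays at 0 ppb. The pairs of replicates 3 and 5, 3 and 6, and 5 and 6 gave 35377, 34789 and 39920 changed targets by limma's adjusted test, and the pair of replicates 2 and 4 gave 3. Pairs with 1 array from each side gave 0 or 1, with 2670 to 4555 at an unadjusted p below 0.05. The 3 arrays are therefore a candidate source of most of the targets that differ at 0.3 ppb, with 34789 the fewest changed targets from a pair of them. Array weights rest on the same arrays.

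Other splits of the 12 arrays of 2 groups, 100 drawn with the real one included, give a number of targets past the study's threshold as large in 14 splits at 0.3 ppb, 44 at 3 ppb and 51 at 30 ppb, so that chance cannot be excluded at any dose. For the 2 counts without replicate 1 and with only the 2 compared groups, 49 splits at 3 ppb and 63 at 30 ppb were as large, and chance cannot be excluded. Of the 16 splits that part each of the 5 replicate pairs, 1 was as large at 3 ppb, the real one, and 4 at 30 ppb, and 16 splits are too few to exclude chance. For targets past it at all 3 doses, 36 of 100 draws of permuted labels gave as many. With labels permuted only within each replicate number, 9 of 100 draws gave as many, and with a replicate block, where 13 targets were common, 21 of 100 did, so that chance cannot be excluded by any of these. Changed targets by limma's adjusted test number 0 in all 6 comparisons, at all 3 doses together and among the 4 groups. Any split or draw gives at least 0, so that the 100 of 100 reached for each of them say nothing about chance. For the steroidogenic list the median was as far from 0 in 6 of 100 splits at 0.3 ppb, 94 at 3 ppb and 66 at 30 ppb. Restricted to the 32 splits that part each replicate pair, as the real one does, the counts past the study's threshold were as large in 8, 2 and 3 splits at 0.3, 3 and 30 ppb, and the steroidogenic median was as far from 0 in 1, 29 and 24. For this list chance cannot be excluded at 3 and 30 ppb by either set of splits. At 0.3 ppb the answer depends on the pairing: chance cannot be excluded by the 100 splits, while among the 32 only the real split was as far from 0.

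Among the 15 arrays of replicates 2 to 6 at 0, 3 and 30 ppb, the liver list ranged from -3.39 to 3.97, taken as the median over its targets of the difference from each target's own median. Relative to the 75th percentile of the array, the level of apoa2 ranged from -5.98 to 6.53, fabp10a from -5.52 to 6.18 and vtg2 from -5.73 to 6.12. All 12 targets of the list were well above background on the 0 ppb arrays of replicates 2 to 6. The median pairwise correlation of its targets over these arrays was 0.942, and in 1000 random lists of the same size it had a median of 0.027 and a highest value of 0.28. Liver RNA carried over at dissection is a candidate explanation, and a difference in the ovaries themselves was not tested. The liver list had a median log2 fold change of -0.63 at 3 ppb and -0.62 at 30 ppb. Limma's camera test gave adjusted p = 0.0183 at 3 ppb and adjusted p = 0.0342 at 30 ppb, and neither call held under fry or with an estimated correlation.

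The other lists fixed in advance had median log2 fold changes at 0.3, 3 and 30 ppb of -4.32, -0.083 and 0.026 (oocyte), 2.62, 0.52 and -0.21 (blood) and 0.84, 0.19 and 0.12 (muscle). The liver list at 0.3 ppb was at -0.20. Limma's camera called oocyte (adjusted p = 3.13e-16) and blood (adjusted p = 0.000559) at 0.3 ppb. Both calls held under fry, and with an estimated correlation the oocyte call held and the blood call did not.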
